# Systems genetics in the rat HXB/BXH family identifies *Tti2* as a pleiotropic quantitative trait gene for adult hippocampal neurogenesis and serum glucose

**DOI:** 10.1371/journal.pgen.1009638

**Published:** 2022-04-04

**Authors:** Anna N. Senko, Rupert W. Overall, Jan Silhavy, Petr Mlejnek, Hana Malínská, Martina Hüttl, Irena Marková, Klaus S. Fabel, Lu Lu, Ales Stuchlik, Robert W. Williams, Michal Pravenec, Gerd Kempermann

## Abstract

Neurogenesis in the adult hippocampus contributes to learning and memory in the healthy brain but is dysregulated in metabolic and neurodegenerative diseases. The molecular relationships between neural stem cell activity, adult neurogenesis, and global metabolism are largely unknown. Here we applied unbiased systems genetics methods to quantify genetic covariation among adult neurogenesis and metabolic phenotypes in peripheral tissues of a genetically diverse family of rat strains, derived from a cross between the spontaneously hypertensive (SHR/OlaIpcv) strain and Brown Norway (BN-*Lx*/Cub). The HXB/BXH family is a very well established model to dissect genetic variants that modulate metabolic and cardiovascular diseases and we have accumulated deep phenome and transcriptome data in a FAIR-compliant resource for systematic and integrative analyses. Here we measured rates of precursor cell proliferation, survival of new neurons, and gene expression in the hippocampus of the entire HXB/BXH family, including both parents. These data were combined with published metabolic phenotypes to detect a neurometabolic quantitative trait locus (QTL) for serum glucose and neuronal survival on Chromosome 16: 62.1–66.3 Mb. We subsequently fine-mapped the key phenotype to a locus that includes the Telo2-interacting protein 2 gene (*Tti2*)—a chaperone that modulates the activity and stability of PIKK kinases. To verify the hypothesis that differences in neurogenesis and glucose levels are caused by a polymorphism in *Tti2*, we generated a targeted frameshift mutation on the SHR/OlaIpcv background. Heterozygous SHR-*Tti2*^+/-^ mutants had lower rates of hippocampal neurogenesis and hallmarks of dysglycemia compared to wild-type littermates. Our findings highlight *Tti2* as a causal genetic link between glucose metabolism and structural brain plasticity. In humans, more than 800 genomic variants are linked to *TTI2* expression, seven of which have associations to protein and blood stem cell factor concentrations, blood pressure and frontotemporal dementia.

## Author summary

Metabolic and neurological disorders are often comorbid, suggesting that biological pathways which orchestrate peripheral homeostasis and the integrity of the nervous system intersect. The genetic architecture behind these relationships is still poorly described, in part because molecular processes in the human brain are very difficult to study. We thus used a rodent genetic reference population to investigate links between adult hippocampal neurogenesis—a cellular plasticity mechanism important for learning flexibility—and metabolism. We measured adult neurogenesis in the family of 30 HXB/BXH rat recombinant inbred strains, who are characterised by stable differences in metabolism, behaviour, and gene expression levels.

Because DNA variants affecting distinct traits segregated into different members of the family, it was possible to determine which of the previously published phenotypes correlated to adult neurogenesis due to shared genomic sequence. We found that expression levels of *Tti2*—a part of a specialised protein chaperone complex regulating stability of PIKK kinases—were concomitantly influencing adult neurogenesis and serum glucose levels. In human populations hundreds of genomic variants regulate *TTI2* expression, potentially affecting brain function and glucose homeostasis.

## Introduction

Epidemiological studies link components of the metabolic syndrome—a complex disorder characterised by the coexistence of obesity, insulin resistance, dyslipidaemia, and hypertension—to cognitive impairment and dementia [1]. Defective brain function is often seen as a consequence of longstanding metabolic dysregulation. The full picture, however, is more complex. Several human phenome-wide association studies identified causal genetic loci that are shared between metabolic and neurological phenotypes [2–8], suggesting some degree of pleiotropy—a phenomenon whereby one gene variant affects multiple traits. Pleiotropy is widespread among model organisms [9–14] and humans [2,15–19] with an estimated median number of around six traits per locus [13]. Pleiotropic mutations can result in genetic covariance among phenotypes [10,12,20]. Cognition and metabolic homeostasis are both achieved through multiple elementary mechanisms at molecular, cellular, tissue, and inter-organ levels, some of which might be shared. To understand the biology underlying correlations between such complex functions, it is necessary to identify which exact processes are simultaneously affected by shared genetic variation.

Adult neurogenesis in the dentate gyrus (DG) of the hippocampus is required for cognitive flexibility of learning, efficient pattern separation and emotional processing in mammals [21], and thus embodies a functionally relevant and readily quantifiable parameter of hippocampal plasticity. In humans, according to the best available calculation, one third of dentate granule cells are born during adulthood [22]. The generation of new granule neurons in the DG is a complex multistep process, in the course of which neural precursor cell proliferation, as well as survival, maturation, and integration of newly born postmitotic cells are under the control of multiple genetic loci. Remarkably, cellular metabolism has been identified as a regulator of neural stem and progenitor cell maintenance, proliferation, and differentiation [23], yet the interactions of adult neurogenesis with systemic metabolism are far from being understood. Given the overall significance of metabolism for brain function in health and disease, there is a high likelihood that direct causal links exist between structural brain plasticity and metabolic traits and states.

Natural genetic variation present in genetically diverse mouse populations contributes to up to ten-fold differences in the net production of new neurons [24,25]—values much larger than the induction achieved by environmental interventions within a single genetic background. This enormous genetic potential inherent in rodent strains can be utilised to dissect the molecular interaction networks not only underlying adult neurogenesis as such, but also its connections with homeostatic mechanisms in peripheral tissues.

We thus employed a family of 30 fully inbred recombinant HXB/BXH rat strains, which have been derived by reciprocal mating of a spontaneously hypertensive rat line (SHR/OlaIpcv, hereafter referred to as SHR) with the normotensive BN-*Lx*/Cub—a Brown Norway (BN) congenic rat with a mutation that causes a polydactyly-luxate phenotype [26,27]. Besides hypertension, SHR manifests other hallmarks of metabolic syndrome [28–30], as well as cognitive deficits [31,32], and brain morphological changes [33,34]. The HXB/BXH family was developed to map quantitative trait loci (QTL) for hypertension and morphological abnormalities associated with polydactyly-luxate syndrome [26,27], but they are of great utility for genetic mapping of a much wider spectrum of phenotypes. The HXB/BXH family have become the most thoroughly characterised rat reference population within the Rat Hybrid Diversity Panel [35]. Over 200 metabolic, endocrinological, behavioural and developmental phenotypes, along with gene expression profiles in peripheral tissues, are publicly accessible in a FAIR-compliant format at the GeneNetwork database [36,37]. The stable genetic background of these recombinant inbred lines enables truly systemic integration of phenotypic and omics data [35]. Accordingly, the HXB/BXH family have been used to clone genes associated with several disease quantitative trait loci (QTL) and discover gene regulatory networks relevant for human diseases [29,30,38–44]. Genome sequencing of both founder strains revealed 3.2 million single nucleotide variants, 425,924 small insertions and deletions, 907 copy number changes, and 1,094 large structural genetic variants segregating within the HXB/BXH family [45,46]. This level of genetic diversity allows for the separation of phenotypes modulated by different sets of gene variants. Correlations between phenotypes, in turn, suggest shared genetic causality [10,20,47].

In the present study, we quantified adult hippocampal neurogenesis in all existing HXB/BXH family members and parents. We aimed at finding out the extent of genetic correlations between neurogenesis and peripheral metabolism, and sought to identify common loci that cause these correlations. The data reported here were submitted into public databases as a part of the HXB/BXH phenome resource.

## Results

### Adult neurogenesis in HXB/BXH strains

We quantified adult hippocampal neurogenesis in the DG of young male rats from all 30 HXB/BXH family members, as well as the parental founder strains BN and SHR. Numbers of proliferating stem and progenitor cells were estimated using immunohistochemistry against the Ki67 antigen (Fig 1A and 1D). Dividing cells were also labelled with BrdU at 10 weeks of age and surviving progeny were quantified four weeks later (Fig 1B and 1E), after which time point new cells are likely to persist for very long periods of time [48,49]. Newborn cells were identified as neurons by double labelling with neuronal marker, NeuN (Rbfox3, Fig 1C). Among 3814 BrdU^+^ cells in 38 individuals, we detected only a single BrdU^+^/S100β^+^ astrocyte. We conclude that either astrogliogenesis is negligible in the DG of young HXB/BXH rats, or S100β (the standard marker in mice in this case) is not expressed in newly-born astrocytes in these lines. Notably, over 90% of BrdU-positive cells were neurons (Fig 1F). Hence, we used the numbers of surviving BrdU-positive cells as an approximation of net neurogenesis within the HXB/BXH family. The majority of dividing cells in the DG are transient amplifying progenitors, which remain tightly clustered together (Fig 1A–1A”). We quantified the number of such clusters of proliferating cells, assuming that each cluster arises from an activated stem cell. The number of clusters tightly correlated to counts of individual cells (Pearson’s *r*^2^ = 0.92; Fig 1G). Such high correlation suggested that the numbers of proliferating cells were determined by the numbers of activated stem cells rather than differences in lineage progression or cell cycle dynamics in these animals, and pointed to a stereotyped pattern of lineage progression.

**Fig 1:**
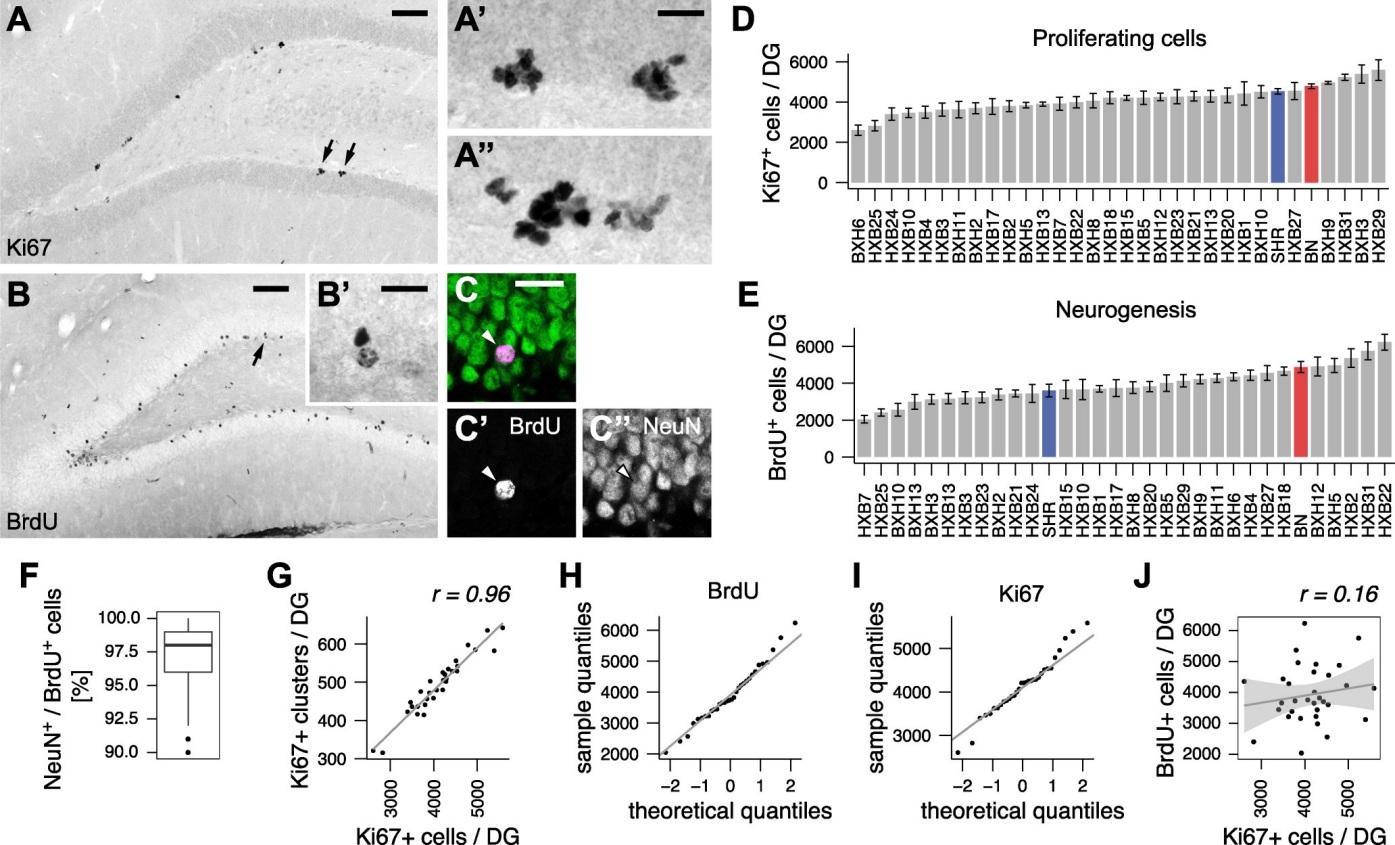
Adult neurogenesis in the HXB/BXH family. (A) Proliferating precursor cells were stained for Ki67, a marker of actively cycling cells. (A’-A”) Proliferating cells occur in tightly packed clusters, which are likely to arise from single activated stem cells. (A’) High power view of two clusters indicated by arrows in (A). (A”) An example of a single large cluster of Ki67^+^ cells. (B) New cells in the DG were identified by DAB-immunostaining for BrdU 4 weeks after the last BrdU injection. (B’) High power view of cells indicated by an arrow. (C) BrdU-positive cells (magenta, arrowhead) were identified as neurons by confocal microscopy after co-labelling with a neuronal marker, NeuN (green). (D-E) The number of proliferating (D) and surviving (E) cells in the DG of HXB/BXH, BN (red) and SHR (blue) strains. (F) Distribution of neuronal percentages among newborn cells across HXB/BXH family confirms that more than 90% of newborn cells are neurons. Box and whisker plot: centre line—median; upper and lower hinges—first and third quartiles; whiskers—highest and lowest values within 1.5 times the interquartile range outside hinges; dots—outlying data points. (G) Correlation between number of clusters and individual counts of proliferating cells. (H-I) Quantile-quantile plots of neurogenesis traits indicate normal distribution of strain means. (J) Rates of precursor cell proliferation are not predicting the number of surviving cells. *r*, Pearson’s product-moment correlation coefficient. Scale bar, 100 and 20 μm in A and B, 20 μm in A’, A”, B” and C.

Proliferation and survival differed between 2- and 3-fold across the strains (Fig 1D and 1E) and were normally distributed (Fig 1H and 1I; BrdU: *W* = 0.983, *p* = 0.88; Ki67: *W* = 0.976, *p* = 0.67; Shapiro-Wilk test), consistent with the polygenic regulation of adult neurogenesis. Transgressive segregation was observed for both traits, indicating that genes with positive effects on neurogenesis were distributed between the parental strains. The heritability was estimated as 0.41 and 0.29 for survival and proliferation, respectively. Interestingly, proliferation levels did not predict the rates of survival, as these measures did not correlate with each other (*r*^2^ = 0.026; Fig 1J). This finding implies that, under standard laboratory conditions, these two aspects of neurogenesis are influenced by largely separate sets of genes.

### Shared QTL for neurogenesis and serum glucose

The search for genetic associations between adult neurogenesis and physiological traits was performed in several steps. First, we identified QTL for both neurogenic traits (Fig 2A and 2B). We detected a suggestive QTL for net neurogenesis on chromosome 16 (LOD = 3.12, genome-wide corrected *p* value = 0.14), and a weak suggestive QTL for proliferation on chromosome 17 (LOD = 2.39, *p* = 0.52). Second, we identified phenotypes from the GeneNetwork database [37] that significantly correlated to both traits (Table 1). We then used these phenotypes as covariates in conditional QTL scans to screen for potential interactions at the genomic level. A substantial change in the LOD score after using another phenotype as a covariate indicates that genetic variation within a QTL may have pleiotropic effects on these two phenotypes [50]. Among pairs of correlating phenotypes, we detected only one such association: QTL mapping for net neurogenesis revealed a LOD drop below suggestive level to 0.43 after conditioning on serum glucose levels. Accordingly, an overlapping significant QTL for serum glucose was found on chromosome 16 (LOD = 5.13, *p* = 0.0065; Fig 2C). This locus explained 37% of the genetic variance in adult neurogenesis and 61% of the genetic variance in serum glucose. The SHR allele was associated with an average decrease in numbers of BrdU-positive cells by 584 and in serum glucose by 0.656 mmol/L.

**Fig 2:**
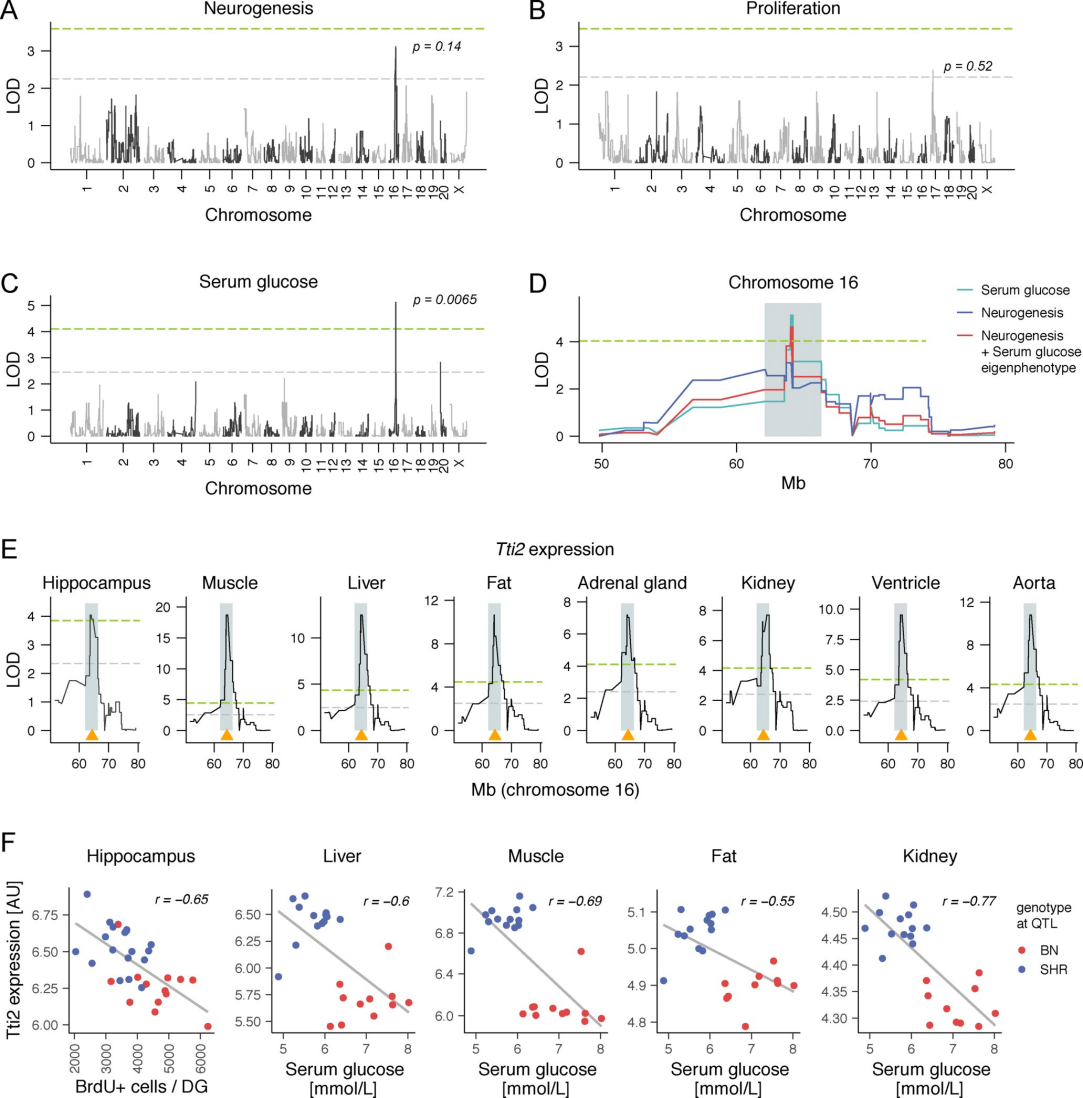
*Tti2* is a candidate gene for common net neurogenesis and serum glucose quantitative trait locus (QTL). (A-E) Whole-genome quantitative trait locus mapping for indicated traits. The genome-wide significant (*p* < 0.05) and suggestive (*p* < 0.63) thresholds of the logarithm of the odds (LOD) score (green and grey horizontal dashed lines, respectively) were calculated using permutations and corrected *p*-values are shown adjacent to the highest association in (A-C). Suggestive threshold corresponds to an average of one false positive per genome scan [51,52]. QTL for net adult neurogenesis and a positively correlating phenotype, serum glucose level, have an overlapping pattern on chromosome 16. (D) An eigenvector of the two phenotypes (an *eigenphenotype–*the first principal component) was used to calculate a common confidence interval for the shared QTL (shaded areas in D and E). (E) *Tti2* gene, whose genomic position is indicated by an orange triangle, has a local expression QTL within the eigenphenotype QTL confidence interval on chromosome 16 in all tested tissues. For clarity, in (D) and (E) only fragments of the chromosome 16 were plotted. (F) *Tti2* expression in the hippocampus or tissues relevant for regulation of glucose homeostasis, as indicated in the figure, is correlated to net neurogenesis and serum glucose. Colour specifies parental genotypes at the marker, which had the highest LOD score association with the eigenphenotype.

**Table 1:** Published phenotypes correlating to adult neurogenesis in HXB/BXH family.

Phenotype	*r*	N	*p*-value	ID
**Net neurogenesis (BrdU**^**+**^ **cells)**				
Glucose concentrations	0.57	24	0.0031	10003
Serum triglyceride concentrations	0.46	24	0.023	10014
Liver triglycerides	0.41	29	0.026	10119
Relative kidney weight	-0.40	28	0.034	10025
Serum chromogranin A levels	0.37	30	0.043	10132
**Proliferation (Ki67**^**+**^ **cells)**				
Adrenal phenyletanolamine-N-mythyltransferase	0.58	30	0.0006	10151
Adrenal dopamine	0.52	30	0.0031	10106
Adrenal epinephrine	0.47	30	0.0081	10105
Relative kidney weight	-0.45	28	0.015	10025
Insulin stimulated lipogenesis in epididymal fat	-0.44	31	0.012	10148
Adrenal chromogranin A levels	0.43	30	0.016	10133
Serum corticosterone levels after immobilization stress	-0.42	23	0.043	10064
Serum triglyceride concentrations, fed high fructose diet for 2 weeks	0.42	24	0.039	10016
Adrenal norepinephrine	0.40	30	0.029	10107
Urine calcium	0.39	28	0.041	10179
Basal lipogenesis in epididymal fat	-0.38	31	0.033	10146

All phenotypes were measured in male rats aged between 6 to 10 weeks. Details can be found in the GeneNetwork database (www.genenetwork.org). *r*, Pearson’s product correlation coefficient; N, number of overlapping strains; ID, GeneNetwork HXB/BXH Published Phenotypes identifier.

Finally, to derive a confidence interval for the joint survival-serum glucose QTL, we combined the variance from both traits using their first principal component, here referred to as an eigenphenotype (Fig 2D). The eigenphenotype QTL (LOD = 4.62, *p* = 0.014) spanned 4.2 Mb from genomic position 62.1 to 66.3 Mb and contained 10 protein-coding and 4 non-coding RNA genes (S1 Table). The QTL covered 4983 single nucleotide variations and 1803 small insertions/deletions (≤ 10 base pairs).

### *Tti2* is a candidate quantitative trait gene

Genetic correlations between phenotypes can result from variation in shared regulatory genes or from linkage disequilibrium. In linkage disequilibrium, distinct genes governing each phenotype co-segregate together in a limited population of recombinant strains due to their physical proximity in the genome. To distinguish these scenarios and prioritise candidate genes for each phenotype, we used transcriptional profiles in tissues relevant for adult neurogenesis and metabolic regulation to cross-correlate with phenotypes and genetic markers. To that end, we profiled gene expression data from hippocampi of HXB/BXH and parental strains using microarrays. We also used published gene expression data sets from the soleus muscle, liver, perirenal fat, kidney, adrenal gland, left ventricle and aorta. We identified 2893 genes whose expression correlated to net neurogenesis in the hippocampus or to serum glucose in at least one peripheral tissue with an absolute value of Pearson’s *r* equal to or larger than 0.4. Among these genes, 3 were located within the common neurogenesis-glucose QTL interval on chromosome 16: Telo2-interacting protein 2 (*Tti2*), Neuregulin 1 (*Nrg1*), and *Mak16*. Serum glucose correlated to expression of *Nrg1* in the muscle (*r* = 0.47), and fat (*r* = 0.44), and to *Mak16* in the muscle (*r* = -0.59), aorta (-0.56), and adrenal gland (*r* = -0.53). *Tti2* was the only gene from the entire transcriptome whose expression correlated significantly to both traits across all data sets (Fig 2F). Finally, *Tti2* mRNA expression was linked to a multi-tissue cis-eQTL mapping within the neurogenesis-glucose QTL (Fig 2E). Other genes that had cis-eQTL within the joint QTL interval were *Mak16* in the muscle (LOD = 6.11), and *Saraf* in the kidney (LOD = 4.4) (S2 Table). The *Saraf* gene itself is located outside of the phenotype QTL, and its expression did not correlate to physiological phenotypes.

We thus carried out conditional mapping for neurogenesis and serum glucose using expression of *Tti2*, and *Mak16* as covariates (S2 Table). A substantial drop in the LOD score between unconditioned and conditioned scans strongly suggests that the QTL effect is mediated by the gene expression—consistent with the flow of causation from genes to phenotypes [50,53,54]. Using *Tti2* expression in the hippocampus as a covariate decreased the LOD score for adult neurogenesis by 2.34 (LOD = 0.78). To investigate the effect of *Tti2* expression in peripheral tissues on serum glucose mapping, we first summarised *Tti2* expression levels in these data sets as an eigengene (the first principal component). Using the *Tti2* eigengene as a covariate in QTL mapping decreased the LOD score for serum glucose by 2.76 (LOD = 2.37). The conditional LOD values for both phenotypes were below suggestive level. Using *Mak16* expression in the muscle as a covariate also decreased the LOD score for serum glucose by 2.31 (LOD = 2.82), but not for net neurogenesis (LOD = 3.16). The genomic locus of *Mak16* partly overlaps *Tti2* gene (S1 Table), so it is plausible they share some of the regulatory elements. Based on the multi-tissue cis-eQTL and correlation of *Tti2* expression to neurogenesis and serum glucose in all data sets, we concluded it is the strongest candidate gene responsible for observed variation in both phenotypes within the joint phenotype QTL. The *Tti2* SHR allele was associated with higher levels of *Tti2* mRNA, which we verified using quantitative RT-PCR in RNA isolated from the hippocampus, liver, muscle, kidney and pancreas (S3 Table).

The allelic variation underlying a QTL can either change the expression level of a gene, or the function of its product by altering its structure. We inspected the genes located within the eigenphenotype QTL confidence interval for non-synonymous amino acid substitutions. Interestingly, only *Tti2* carried several missense mutations, including one at a highly conserved position, although none of the substitutions were predicted as damaging by Polymorphism Phenotyping 2 (Polyphen 2) [55] or Sorting Intolerant From Tolerant (SIFT) [56] (S4 Table). Together, these data support *Tti2* as a causal candidate gene for the combined serum glucose and net neurogenesis QTL.

### Reduced *Tti2* expression impairs adult neurogenesis and metabolic homeostasis

To evaluate whether expression of *Tti2* might be indeed causally linked to regulation of net adult neurogenesis and serum glucose, we derived heterozygous *Tti2* knockout rats on the SHR background. 

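Tti2 lies on chromosome 16 of the rat. In the RefSeq annotation of assembly GRCr8, the nearest protein-coding genes on one side are Mak16 and, beyond it, Fut10, and on the other side Rnf122 and, beyond it, Dusp26. Mak16 overlaps Tti2 in this annotation, and Rnf122 does not. The expression files were made from an Ensembl transcript set and carry no gene coordinates, so no positions are given here.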

Using zinc finger nuclease, we introduced an 8-bp deletion in the first exon of *Tti2*. The deletion resulted in a frameshift mutation Glu82Gly, which generated 9 premature stop codons within the N-terminal portion of the protein, truncating Tti2 from 502 to 112 amino acids. Heterozygous male rats were compared to wild type littermates to assess consequences of the reduction of available Tti2 for adult hippocampal neurogenesis and metabolism.

Net adult neurogenesis decreased by 21% in the DG of three-month-old SHR-*Tti2*^*+/-*^ compared to their wild-type SHR littermates (Fig 3A and Table 2). Concomitantly, heterozygous animals exhibited extensive alterations in metabolic parameters (Figs 3 and S1 and Tables 2 and 3). Heterozygous knock-out of *Tti2* resulted in lower plasma glucose and insulin levels (Fig 3B and 3C). SHR-*Tti2*^*+/-*^ rats had also elevated plasma triglycerides (TG; Fig 3D) and non-esterified fatty acids (NEFA; Fig 3F) compared to SHR control. Changes in plasma lipid profile were accompanied by a decrease in liver TG and cholesterol content (Fig 3G and 3H). However, we did not observe an effect on total or HDL-bound fraction of plasma cholesterol (Figs 3E and S1H). In SHR-*Tti2*^*+/-*^ animals we observed changes in body composition and organ sizes, including lipogenic tissues: they had smaller livers and epididymal fat deposits and increased perirenal fat weights (S1B–S1D Fig). On the other hand, knock-out of *Tti2* did not affect the weight of brown adipose tissue (BAT; S1E Fig). While the heterozygous rats were slightly larger compared to the control animals (S1A Fig), this difference was not statistically significant.

**Fig 3:**
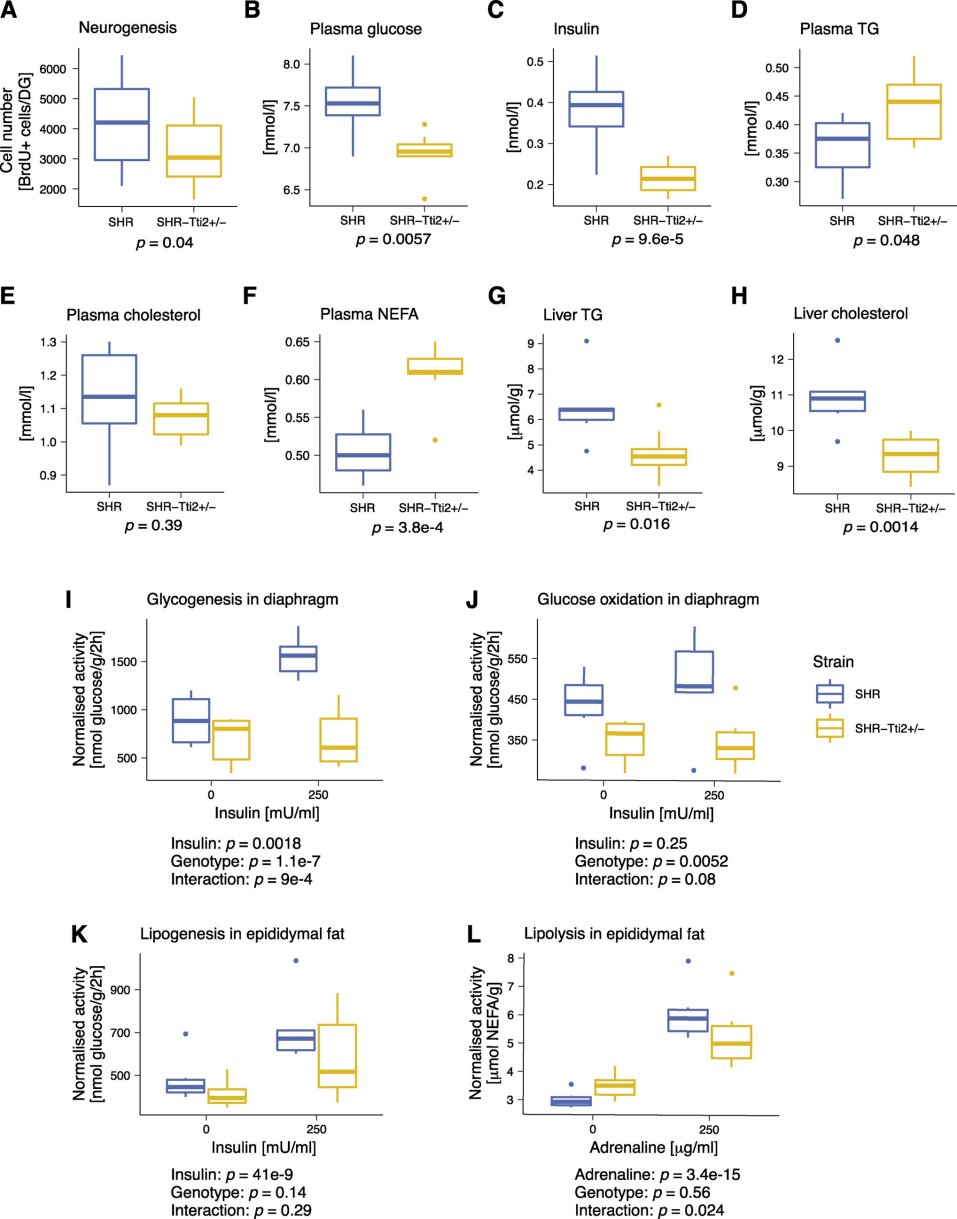
Knock-down of *Tti2* leads to decreased hippocampal neurogenesis and impaired glucose homeostasis. (A-H) Three-month-old heterozygous SHR-*Tti2*^+/-^ rats and wild type SHR-*Tti2*^+/+^ littermates (denoted as SHR) were assessed for the phenotypes indicated in the figure. (I-K) Glucose and lipid metabolism were measured *ex vivo* in diaphragm or epididymal adipose tissue in absence (basal conditions) or presence of 250 μU/mL insulin (stimulated condition) in the incubation media. (L) Basal and adrenaline-stimulated lipolysis were measured in the epididymal adipose tissue in absence or presence of 250 μg/ml adrenaline. Number of animals: (A) 18 rats of each genotype; (B-L) 8 SHR-*Tti2*^+/-^, 6 SHR. *p* values were derived from Student’s *t*-test (A-H) or linear mixed effect model (I-L). Full details of statistical analysis are in Tables 2 and 3. Raw data can be found in S1 Data. Abbreviations: NEFA, non-esterified free fatty acids; TG, triglycerides.

**Table 2:** Statistical comparison of neurogenesis and metabolic traits between SHR-*Tti2*^*+/-*^ rats and SHR wild type littermates.

Phenotype	Unit	SHR	SHR-*Tti2*^*+/-*^	*p* value
**Neurogenesis**	BrdU+ cells/DG	4143 ± 79	3266 ± 55	0.04 *
**Body and organ weights**				
Body weight	g	296.47 ± 2.62	308.41 ± 1.37	0.12
Relative weight of epid. fat	g/100 g bwt	0.69 ± 0.003	0.63 ± 0.005	0.0049 *
Relative weight of perirenal fat	g/100 g bwt	0.52 ± 0.01	0.58 ± 0.01	0.022 *
Relative weight of BAT	g/100 g bwt	0.09 ± 0.002	0.08 ± 0.002	0.71
Relative weight of liver	g/100 g bwt	3.48 ± 0.01	3.3 ± 0.01	0.0061 *
Relative weight of heart	g/100 g bwt	0.36 ± 0.003	0.35 ± 0.001	0.14
Relative weight of kidney	g/100 g bwt	0.69 ± 0.004	0.67 ± 0.002	0.028 *
**Blood chemistry**				
Non-fasting glucose	mmol/l	7.53 ± 0.07	6.94 ± 0.03	0.0057 *
Insulin	nmol/l	0.38 ± 0.02	0.22 ± 0.005	9.6E-5 *
Serum TG	mmol/l	0.36 ± 0.01	0.43 ± 0.01	0.048 *
Total cholesterol	mmol/l	1.13 ± 0.03	1.07 ± 0.01	0.39
HDL-C	mmol/l	1.04 ± 0.03	0.97 ± 0.01	0.27
NEFA	mmol/l	0.50 ± 0.01	0.61 ± 0.01	3.8E-4 *
Adiponectin	μg/ml	2.63 ± 0.36	2.33 ± 0.35	0.589
Leptin	ng/ml	3.20 ± 0.23	3.31 ± 0.12	0.692
**Tissue composition**				
TG in liver	μmol/g	6.49 ± 0.24	4.7 ± 0.12	0.016 *
Cholesterol in liver	μmol/g	10.93 ± 0.16	9.27 ± 0.07	0.0014 *
TG in heart	μmol/g	2.29 ± 0.08	0.71 ± 0.03	2.8E-6 *
TG in kidney	μmol/g	5.33 ± 0.21	5.57 ± 0.12	0.69
TG in muscle	μmol/g	1.35 ± 0.09	1.29 ± 0.06	0.80
**Glucose and lipid metabolism**				
Glucose oxidation in BAT	nmol glucose/g/2h	441.78 ± 19.17	386.76 ± 14.01	0.39
Basal lipogenesis in BAT	nmol glucose/g/2h	294.37 ± 11.14	262.82 ± 6.63	0.34
Basal lipogenesis in epid. fat	nmol glucose/g/2h	481.05 ± 18.1	417 ± 8.62	0.80
Insulin-stimulated lipogenesis in epid. fat	nmol glucose/g/2h	717.14 ± 27.08	581.48 ± 23.12	0.23
Basal lipolysis in epid. fat	μmol NEFA/g	3.01 ± 0.05	3.51 ± 0.05	0.58
Adrenaline-stimulated lipolysis in epid. fat	μmol NEFA/g	6.09 ± 0.16	5.25 ± 0.13	0.15
Basal glycogenesis in diaphragm	nmol glucose/g/2h	892.26 ± 43.12	688.17 ± 30.06	0.37
Insulin-stimulated glycogenesis in diaphragm	nmol glucose/g/2h	1554.32 ± 35.04	701.84 ± 41.14	< 1E-4 *
Glucose oxidation in diaphragm	nmol glucose/g/2h	488.38 ± 20.66	343.98 ± 8.29	0.0042 *
**Oxidative stress in the liver**				
SOD activity	U/mg	0.16 ± 0.004	0.12 ± 0.003	0.026 *
GPx activity	μmol GSH/min/mg	293.14 ± 6.48	234.57 ± 5.26	0.021 *
GR activity	μmol NADPH/min/mg	132.14 ± 4.51	112.57 ± 2.52	0.18
CAT activity	μmol H_2_O_2_/min/mg	1260 ± 45.18	1522.14 ± 50.8	0.17
GSH/GSSG		39.64 ± 1.25	25.56 ± 0.97	0.0051*
GSH	μmol/mg	75.19 ± 1.18	72.94 ± 0.61	0.49
GSSG	μmol/mg	1.96 ± 0.07	3.15 ± 0.15	0.039 *
Conjugated dienes	nM/mg	35.29 ± 0.88	42.86 ± 0.71	0.027 *
TBARS	nM/mg	1.73 ± 0.06	1.36 ± 0.05	0.095

Table 2 reports means ± standard errors of the mean. *p* values were derived from Student’s *t*-test or post-hoc Tukey test following two-way mixed effect model with an interaction between genotype and stimulation as a fixed factor. Asterisks denote significance at *p* < 0.05. Abbreviations: BAT, brown adipose tissue; CAT, catalase; HDL-C, high-density lipoprotein bound cholesterol; epid., epididymal; GPx, glutathione peroxidase; GR, glutathione reductase; GSH, glutathione; GSSG, oxidised glutathione; NEFA, non-esterified fatty acids; SOD, superoxide dismutase; TBARS, thiobarbituric acid reactive substances; TG, triglycerides. Raw data can be found in S1 Data.

**Table 3:** Statistical analysis of response to insulin and adrenaline stimulation in tissues isolated from SHR-*Tti2*^*+/-*^ rats and SHR wild type littermates.

Phenotype	Term/Contrast	Statistic (d.f.)	*p*.value
Glycogenesis in diaphragm	Genotype	*Χ*^2^ (1) = 28.25	1.1E-7 *
	Insulin	*Χ*^2^ (1) = 9.72	0.0018 *
	Genotype:Insulin	*Χ*^2^ (1) = 11.03	9E-4 *
	SHR:250 –SHR:0	*t*(12) = 4.55	<1E-4 *
	SHR-*Tti2*^*+/-*^:250 –SHR-*Tti2*^*+/-*^:0	*t*(11) = 0.1	1
Glucose oxidation in diaphragm	Genotype	*Χ*^2^ (1) = 7.82	0.0052 *
	Insulin	*Χ*^2^ (1) = 1.34	0.25
	Genotype:Insulin	*Χ*^2^ (1) = 3.07	0.08
	SHR:250 –SHR:0	*t*(12) = 2.08	0.13
	SHR-*Tti2*^*+/-*^:250 –SHR-*Tti2*^*+/-*^:0	*t*(12) = -0.27	0.99
Lipogenesis in epididymal fat	Genotype	*Χ*^2^ (1) = 2.21	0.14
	Insulin	*Χ*^2^ (1) = 34.59	4.1E-9 *
	Genotype:Insulin	*Χ*^2^ (1) = 1.14	0.29
	SHR:250 –SHR:0	*t*(12) = 4.66	<1E-4 *
	SHR-*Tti2*^*+/-*^:250 –SHR-*Tti2*^*+/-*^:0	*t*(12) = 3.75	7.7E-4 *
Lipolysis in epididymal fat	Genotype	*Χ*^2^ (1) = 0.35	0.56
	Adrenaline	*Χ*^2^ (1) = 62.01	3.4E-15 *
	Genotype:Adrenaline	*Χ*^2^ (1) = 5.08	0.024 *
	SHR:250 –SHR:0	*t*(12) = 6.86	<1E-4 *
	SHR-*Tti2*^*+/-*^:250 –SHR-*Tti2*^*+/-*^:0	*t*(12) = 4.48	< 1E-4 *

Glucose and lipid metabolism were measured *ex vivo* in tissues isolated from SHR-*Tti2*^*+/-*^ rats and wild type SHR littermates under basal and induced conditions (without or with 250 μU/ml insulin or 250 mg/ml adrenaline). Table 3 shows results of two-way linear mixed effect models with Insulin, Genotype and Insulin:Genotype interaction or Adrenaline, Genotype and Adrenaline:Genotype as fixed effects and individual intercepts as a random effect. Statistical significance was evaluated by likelihood ratio test. Adjusted *p* values for comparisons within each genotype were obtained from *post-hoc* Tukey test for the interaction. Means and SEM for each group and the comparison between genotypes are shown in Table 2. Asterisks denote significance at *p* < 0.05; d.f., degrees of freedom. Raw data can be found in S1 Data.

Next, we investigated rates of glucose and lipid metabolism *ex vivo* in the skeletal muscle and adipose tissues from SHR-*Tti2*^*+/-*^ and SHR control rats under basal conditions and upon stimulation. In the diaphragm, knock-out of *Tti2* abolished stimulatory effect of insulin on both glucose incorporation into glycogen, and glucose oxidation (Fig 3I and 3J and Tables 2 and 3). However, the basal rates of glucose oxidation and glycogenesis in heterozygous rats were not significantly different from wildtype littermates. Similarly, basal glucose oxidation in BAT was not different between genotypes (S1M Fig). In contrast to glucose utilisation in the skeletal muscle, incorporation of glucose into lipids in epididymal adipose tissue was significantly stimulated by insulin in both genotypes (Fig 3K) and we did not detect differences between heterozygous and control rats in basal nor stimulated condition. *De novo* lipogenesis also did not differ between SHR-*Tti2*^*+/-*^ and control rats in BAT (S1N Fig). Furthermore, both SHR-*Tti2*^*+/-*^ and SHR animals upregulated lipolysis in the presence of adrenaline (Fig 3L). However, a significant interaction between genotype and adrenaline stimulation suggested a different response to stimulation depending on the expression level of *Tti2*.

Metabolic deregulation and dyslipidaemia are often associated with elevated oxidative stress. We thus examined the hallmarks of the hepatic oxidative status. Indeed, significantly upregulated conjugated dienes in livers from heterozygous rats compared to control littermates (Fig 4A) suggested increased oxidative stress. Increased oxidation was indicated also by decreased ratio of reduced to oxidised glutathione (GSH/GSSG; Fig 4G), mostly due to increased concentrations of oxidised glutathione (GSSG; Fig 4H). In contrast, the content of thiobarbituric acid reactive substances (TBARS) showed a decreasing trend (*p* = 0.095; Fig 4B). The changes in lipid peroxidation were accompanied by decreased activity of the antioxidant enzymes, superoxide dismutase (SOD; Fig 4C) and glutathione peroxidase (GPx; Fig 4E). Glutathione reductase (GR; Fig 4F) and catalase (CAT, Fig 4D) were not significantly different between SHR-*Tti2*^*+/-*^ and control littermates.

**Fig 4:**
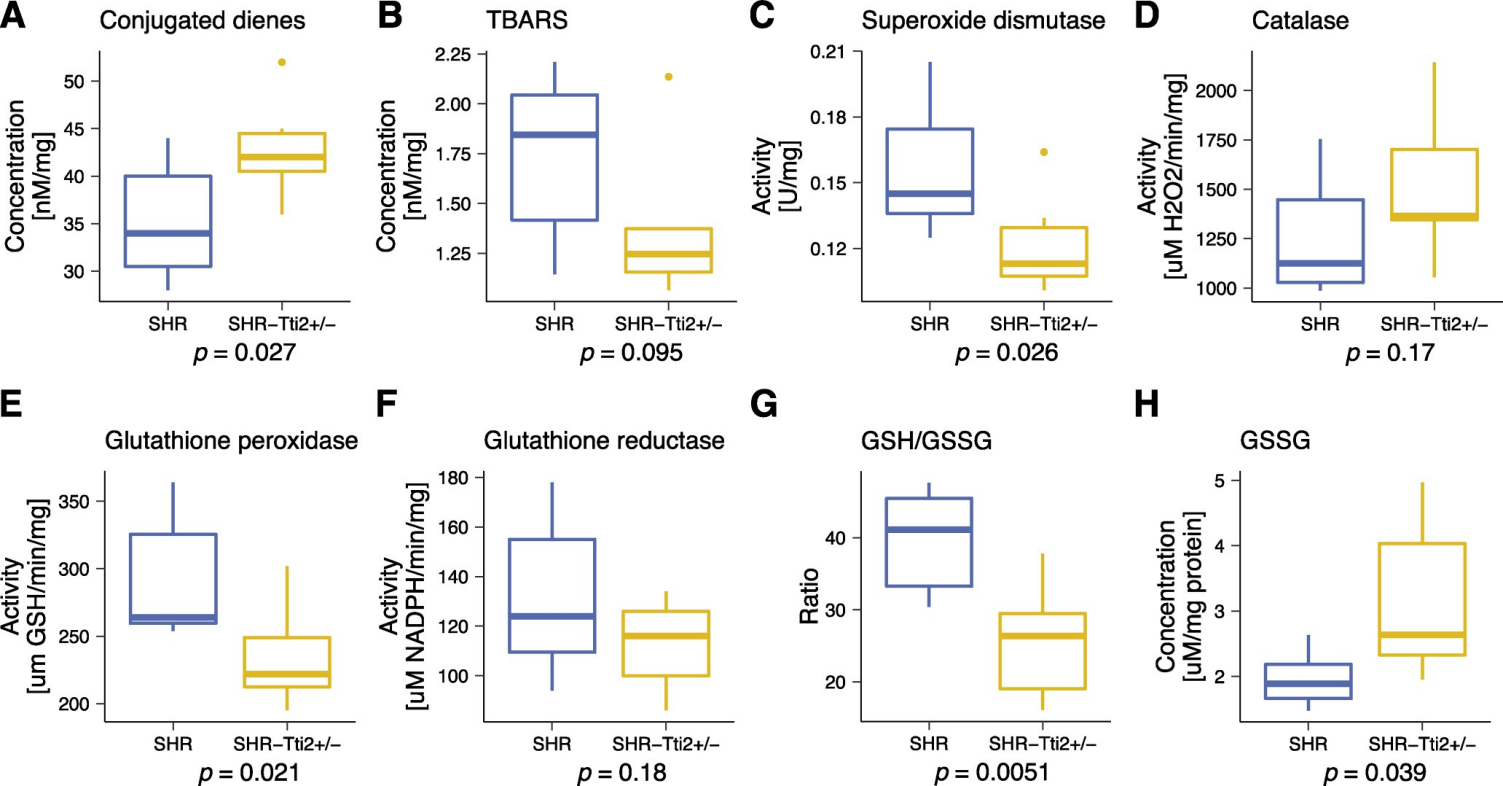
Knock-down of *Tti2* alters oxidative status in the liver. Liver extracts prepared from three-month-old heterozygous SHR-*Tti2*^+/-^ rats (N = 7) and wild type SHR littermates (N = 7) were used to measure markers of oxidative stress as indicated in the figure. *p* values were derived from Student’s *t*-test. Raw data can be found in S1 Data. Abbreviations: GSH, glutathione; GSSG, oxidised glutathione; TBARS, thiobarbituric acid reactive substances.

Together, these results indicate that lowering expression of functional full-length *Tti2* affected adult neurogenesis and metabolism, in particular glucose and insulin homeostasis, in agreement with *Tti2* being a causal gene underlying the joint neurogenesis and serum glucose QTL.

### Gene expression profiles indicate glucose intolerance in SHR-*Tti2*^+/-^ rats

The Tti2 protein, together with its binding partners, telomere maintenance 2 (Telo2) and Tti1, form a chaperone complex that assists folding and tertiary assembly of functional phosphatidylinositol 3-kinase-related kinases (PIKK): mammalian target of rapamycin (mTOR), ataxia telangiectasia mutated (ATM), ataxia telangiectasia and Rad3 related (ATR), suppressor of morphogenesis in genitalia (SMG1), transformation/transcription domain-associated protein (TRRAP) and DNA-dependent protein kinase catalytic subunit (DNA-PKcs) [57]. To get an insight into the molecular consequences of downregulation of *Tti2* expression, we performed transcriptional profiling of the hippocampus and three tissues essential for metabolic regulation in SHR-Tti2^+/-^ rats and their wild-type littermates. 

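RNA of 40 tissue samples was sequenced, from the liver, soleus muscle, perirenal fat and hippocampus, with 5 SHR-Tti2+/- rats and 5 wild-type littermates per tissue. The samples came from 12 rats, 6 of each genotype, and a rat gave at most 1 sample of each tissue. The sample labels call the fat depot peritoneal and the methods call it perirenal, the name used here. Polyadenylated RNA was made into strand-specific libraries, and the authors estimated the abundance of each transcript with kallisto, which assigns reads to transcripts without placing them on the genome and divides reads shared by several transcripts between them. The files the authors deposited give the estimated count, effective length and TPM of 31715 Ensembl transcripts in every sample. They do not pair the transcripts with gene names, so the results are given by transcript.

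The estimated counts of a sample summed to between 19176393 and 32713126, with a median of 24195968 over all samples; the paper states an aim of about 30 M sequencing reads per sample. By group, the total ranged from 23868012 to 32318812 in wild-type liver with a median of 25580670, and from 24081540 to 27747993 in SHR-Tti2+/- liver with a median of 24656410. It ranged from 23384741 to 27426073 in wild-type muscle with a median of 25146678, and from 24032422 to 25867869 in SHR-Tti2+/- muscle with a median of 24791661. In fat it ranged from 24018315 to 26822062 in wild-type rats with a median of 26259944, and from 22416531 to 25981663 in SHR-Tti2+/- rats with a median of 23564264. In the hippocampus it ranged from 19176393 to 32713126 in wild-type rats with a median of 22627220, and from 19656635 to 21069564 in SHR-Tti2+/- rats with a median of 20391869. The totals differed between the genotypes in fat (two-sided exact permutation test, p = 0.048) and not in the liver (p = 0.51), muscle (p = 0.73) or hippocampus (p = 0.24) by the same exact test.

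For the test, the estimated counts were rounded to whole numbers and normalized for library size by edgeR's TMM method. Each tissue was fitted on its own with genotype as the single covariate, as in the methods, by edgeR's quasi-likelihood test, in place of the Wald test of sleuth, whose bootstrap samples were not used here. Transcripts with at least 5 estimated counts in at least 47% of the samples of a tissue were tested. A transcript was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.1 and a fold change of at least 1.5 in either direction. All 5 samples per genotype were kept in every tissue.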

We detected 326 differentially expressed transcripts in the liver, 52 in the soleus muscle, 41 in the perirenal fat, and 10 in the hippocampus. In addition, the analysis confirmed reduction of *Tti2* mRNA in the heterozygous rats (S5 Table). 

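In the liver, 38 of 18423 tested transcripts were called differentially expressed by edgeR's quasi-likelihood test, 19 higher and 19 lower in SHR-Tti2+/- rats. In the soleus muscle, 1 of 18120 transcripts was called, and it was lower. In the perirenal fat, none of 20221 transcripts was called, and the smallest adjusted p-value by the same edgeR test with Benjamini-Hochberg adjustment was 0.338. In the hippocampus, 1 of 20712 transcripts was called, and it was lower. An unadjusted p-value under 0.05 was reached by 1861 transcripts in the liver, 1239 in the muscle, 1407 in the fat and 875 in the hippocampus, where 921, 906, 1011 and 1036 would fall under 0.05 if p-values were spread evenly. Over all tested transcripts, all 5 SHR-Tti2+/- rats lay on one side of all 5 wild-type rats for 471 in the liver, 236 in the muscle, 266 in the fat and 245 in the hippocampus. Chance gives such a separation for 0.79% of transcripts, or 146, 144, 160 and 164. As many separated transcripts were found in 1 of all 126 splits of the liver samples into 5 and 5, the real one, and in 17 of 126 splits of the muscle, 12 of the fat and 16 of the hippocampus samples. With DESeq2's Wald test in place of edgeR's test, 128 transcripts were called in the liver, 33 in the muscle, 24 in the fat and 7 in the hippocampus. Of these, 43.8% were higher in SHR-Tti2+/- rats in the liver, 54.5% in the muscle, 79.2% in the fat and 85.7% in the hippocampus. The alternative that moved the liver count most was a Wald test against a normal reference on the natural log scale with no fold-change limit, chosen after the values were seen, which called 376. The paper entered its differentially expressed transcripts into IPA. It describes IPA as software that predicts the activity of pathways and upstream regulators from which way, and how strongly, expression changed.

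**Figure D1:**
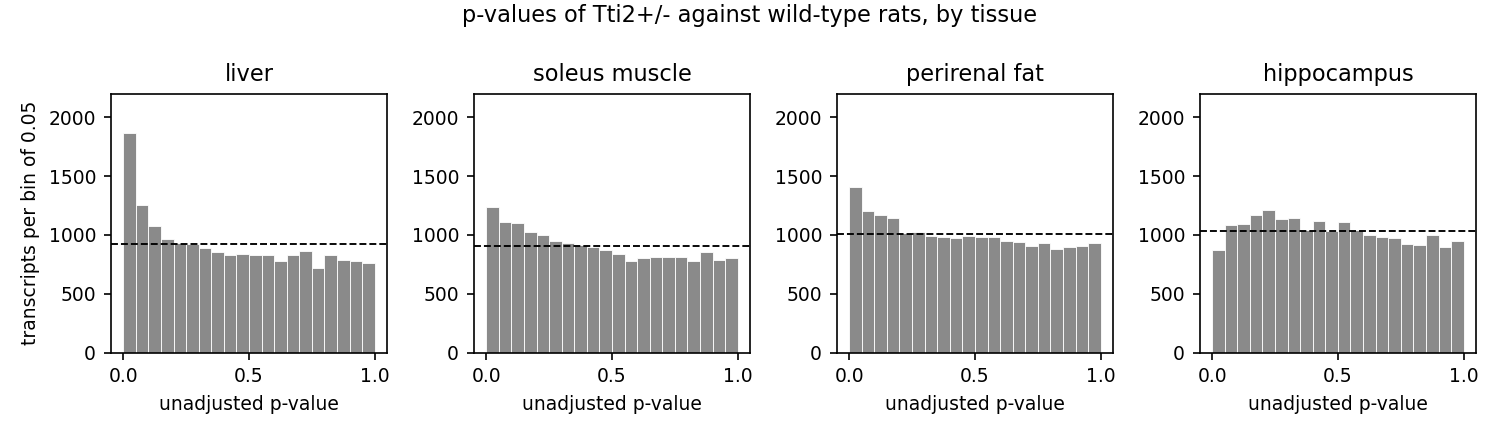
Distribution of the unadjusted p-values of edgeR's test of SHR-Tti2+/- against wild-type rats in each tissue. The x axis is the p-value in bins of 0.05, the y axis the number of transcripts per bin, and the dashed line the height of an even spread. The first bin holds 1861 transcripts in the liver, 1239 in the soleus muscle, 1407 in the perirenal fat and 875 in the hippocampus.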

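The deposited files list transcripts by Ensembl ID only, so the values of Tti2 in S5 Table could not be looked up by name. The transcript with the smallest p-value in the muscle, fat and hippocampus was in each case ENSRNOT00000032467.4, 1923 bases long, which was lower in SHR-Tti2+/- rats. In the muscle it had 17.4 ± 1.40 TMM-normalized CPM (SD, n = 5 rats) in wild-type rats and 9.26 ± 0.54 (SD, n = 5) in SHR-Tti2+/- rats, a log2 fold change of -0.90 (standard error 0.072, adjusted p = 0.0018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the hippocampus it had 16.9 ± 1.01 and 9.68 ± 0.80 CPM, a log2 fold change of -0.81 (standard error 0.074, adjusted p = 0.013, edgeR). In the liver it had 13.0 ± 2.14 and 7.60 ± 0.64 CPM, a log2 fold change of -0.77 (standard error 0.114, adjusted p = 0.036, edgeR). In the fat it had 15.7 ± 1.18 and 9.96 ± 1.08 CPM, a log2 fold change of -0.66 (standard error 0.088), and was not called (adjusted p = 0.338, edgeR), whereas DESeq2's Wald test placed it past the threshold (adjusted p = 6.2e-07). Every SHR-Tti2+/- rat lay below every wild-type rat in each of the 4 tissues (two-sided exact permutation test, p = 0.0079 in each, the smallest p that 5 rats against 5 allow). Of the 15693 transcripts tested in all 4 tissues, this was the only one separated in that way in every tissue. The transcript was named for its small p-values and the tissues came largely from the same rats, so the 4 permutation p-values are not separate evidence. With each sample left out in turn, its log2 fold change stayed between -0.83 and -0.69 in the liver, -0.95 and -0.88 in the muscle, -0.70 and -0.62 in the fat and -0.86 and -0.77 in the hippocampus.

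**Figure D2:**
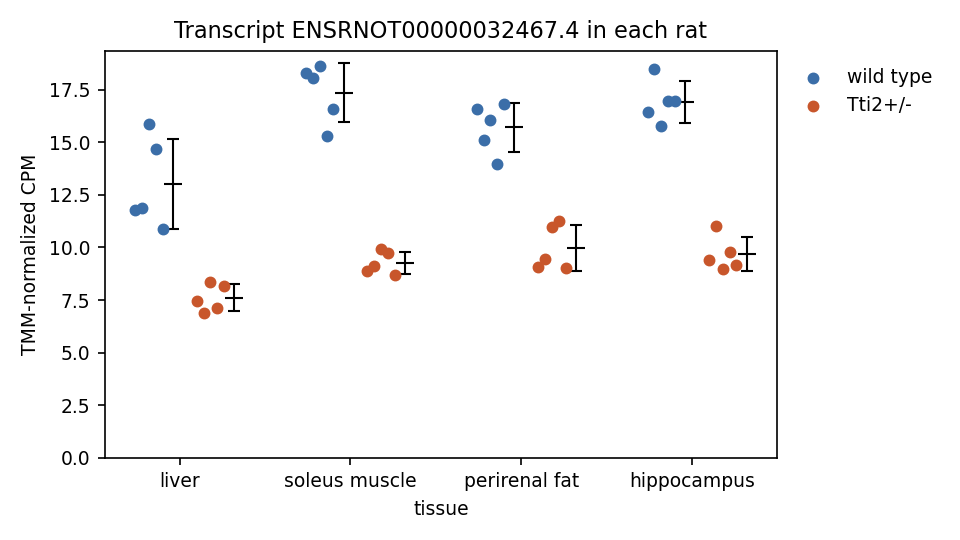
Normalized CPM of transcript ENSRNOT00000032467.4 on the y axis, by tissue on the x axis, with 1 point per rat and the mean ± SD of 5 rats beside each group. In each tissue the 5 SHR-Tti2+/- rats lie below the 5 wild-type rats.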

We next carried out functional annotations using Ingenuity Pathway Analysis (IPA), which infers shifts in activity of canonical pathways and potential upstream regulators from the direction and magnitude of gene expression changes using curated knowledge databases. Furthermore, IPA can link differentially expressed genes to downstream outcomes.

We first checked whether observed gene expression changes could be connected to altered activity of any of the PIKK. Among canonical pathways, IPA indicated enrichment for genes associated with ATM signalling in the liver, muscle, and fat, and with mTOR signalling in the muscle (S2B–S2D Fig and S2 Data). Additionally, IPA predicted SMG1 as a potential upstream regulator in the liver and hippocampus (S3 Data). The majority of changes in gene expression were not directly connected to PIKK activity.

In agreement with the metabolic phenotype of SHR-Tti2^+/-^ rats, the transcriptional profile of the liver pointed to dysglycemia, specifically to decreased glucose tolerance and increased insulin resistance (Fig 5A and 5B). 

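Of the 38 transcripts called in the liver, 2 were at 3 counts or fewer in all rats of one genotype, and the log2 fold changes of the other 36 lay between -2.34 and 2.60, with 0.59 as the smallest in size among all called. The smallest p-value belonged to ENSRNOT00000028546.5, which had 10.9 ± 2.41 CPM (SD, n = 5 rats) in wild-type liver and 61.0 ± 21.4 (SD, n = 5) in SHR-Tti2+/- liver, a log2 fold change of 2.48 (standard error 0.25, adjusted p = 0.017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The second smallest belonged to ENSRNOT00000030569.5, which had 43.1 ± 3.52 and 28.5 ± 1.97 CPM, a log2 fold change of -0.60 (standard error 0.068, adjusted p = 0.028, edgeR). For both transcripts, all SHR-Tti2+/- rats lay on one side of all wild-type rats (two-sided exact permutation test, p = 0.0079 for each). This is not separate evidence, since both were chosen for their small p-values and 36 of the 38 called transcripts were separated in this way. In the 10 fits that each left out 1 sample, the adjusted p-values of the 2 transcripts from edgeR reached at most 0.064 and 0.065. ENSRNOT00000028546.5 was called in all 10, and ENSRNOT00000030569.5 in 6, since its log2 fold change, between -0.63 and -0.56, fell short of the fold-change limit in the other 4. The number of called liver transcripts was less stable, from 11 to 57 over those fits. The genes behind these transcripts are not named in the files, and which of them belong to glucose tolerance or insulin resistance was not analysed here.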

IPA suggested four upstream regulators that could be linked to glucose intolerance: interleukin 6 (IL6), tuberous sclerosis complex 2 (Tsc2), peroxisome proliferator-activated receptor gamma coactivator 1-beta (Ppargc1b), and lysine (K)-specific histone demethylase 1A (Kdm1a) (S3 Fig). In addition, IPA indicated inhibition of insulin signalling as the most significant upstream regulator (S3 Data). The functional analysis also predicted a broad range of other metabolic changes, for example hepatic steatosis, decreased fatty acid metabolism and lipid synthesis (Fig 5A and 5C and S4 Data). Even though only few differentially expressed genes were detected in the hippocampus of SHR-Tti2^+/-^ rats, these genes indicated decreased cellular homoeostasis (Fig 5A and 5D) and increased apoptosis. 

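With all 10 hippocampus samples kept, the single transcript called by edgeR's test was ENSRNOT00000032467.4, which was also called in the liver and soleus muscle. Of the rest, the smallest p-value belonged to ENSRNOT00000085581.1, a transcript named here after its values were seen. Its estimated count rounded to 0 in all 5 wild-type hippocampi and lay, before rounding, between 22.4 and 105 in all 5 SHR-Tti2+/- hippocampi. The mean of the SHR-Tti2+/- rats was 2.92 ± 1.56 CPM (SD, n = 5 rats), with 1.04 CPM in the lowest rat. Set against a floor of 3 counts in the wild-type samples, that mean was at least 21.9-fold higher. By edgeR's quasi-likelihood test the Benjamini-Hochberg adjusted p of the transcript was 0.209, short of the threshold, and by DESeq2's Wald test it was 5.8e-12. A transcript at 0 in one group and at 5 or more counts in every rat of the other was also found in other groupings of the same samples, in 83 of all 126 splits of the 10 hippocampi into 5 and 5, the real split included, and one with at least the 22 counts of this transcript in every rat in 28 of the 126. The floor covers counting error only. Estimated counts of 0 also depend on how kallisto divides reads between the transcripts of a gene, and the transcripts of 1 gene could not be summed here. In the liver the estimated count of ENSRNOT00000085581.1 ran from 0.00014 to 67.2 in wild-type rats and from 0 to 54.5 in SHR-Tti2+/- rats. Values near 0 and far above it thus also occurred within each genotype. Its log2 fold change by edgeR was -1.16 (standard error 1.37) in the muscle and 0.60 (standard error 0.82) in the fat.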

Very strong upregulation (24-fold) of sphingosine1-phosphate (S1P) receptor 3 (S1pr3) and downregulation of alkaline ceramidase 2 (Acer2) suggested de-regulation of S1P signalling pathway in the hippocampus (S2A Fig).

**Fig 5:**
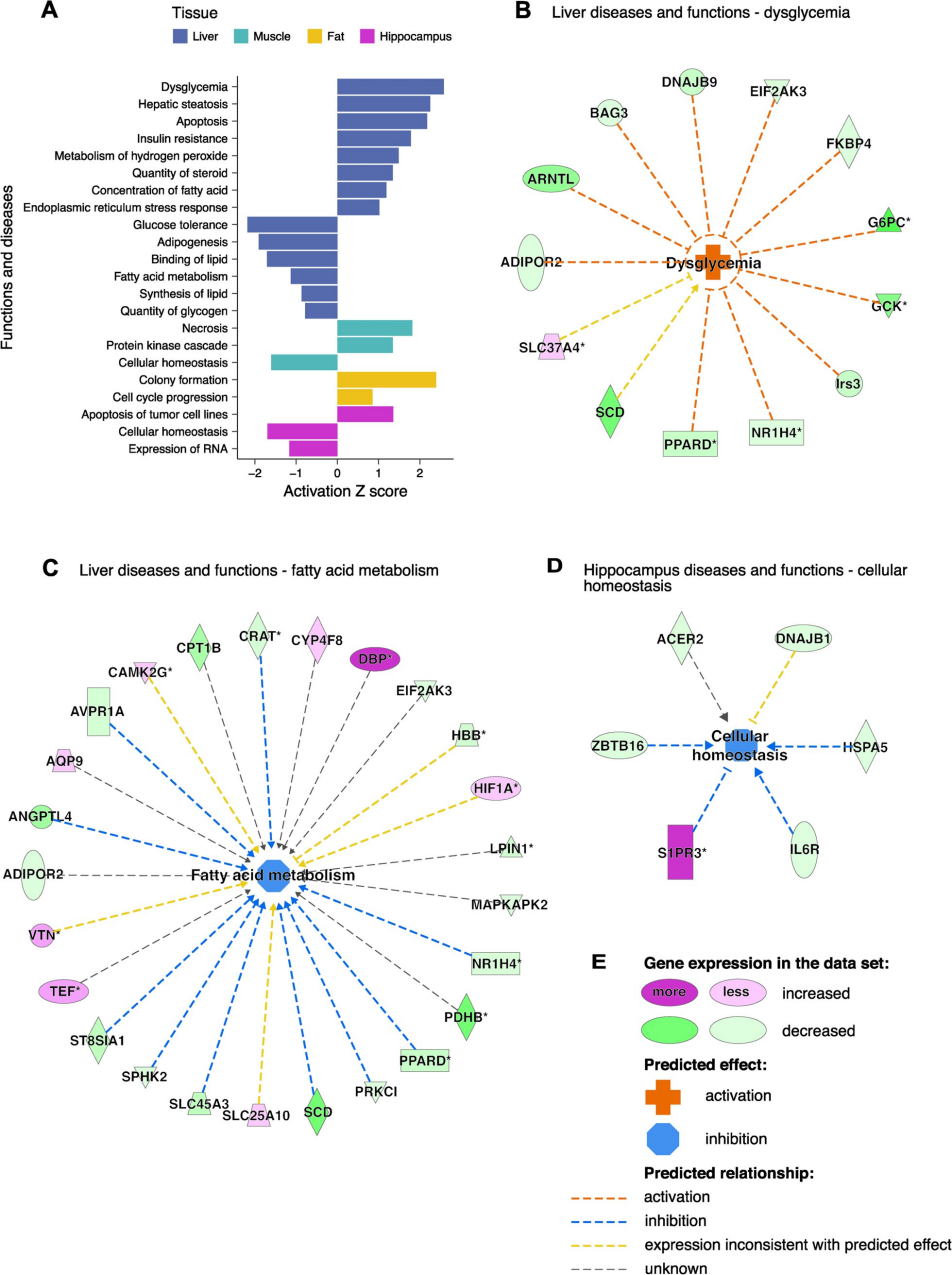
Functional analysis of gene expression changes indicates insulin resistance and loss of cellular homeostasis in SHR-*Tti2*^+/-^ rats. Differentially expressed genes between SHR-*Tti2*^+/-^ rats and wild type SHR littermates in the liver, muscle, perirenal adipose tissue and hippocampus were analysed using Ingenuity Pathway Analysis (IPA). IPA predicts activation or inhibition of functions, pathological processes and molecular pathways from the direction and magnitude of expression changes using curated databases. (A) Graph depicts activation (positive Z-score) or inhibition (negative Z-score) of top functions and diseases in each of the analysed tissues. Full list of significantly affected functions can be found in S4 Data. (B-D) Edges in each network illustrate predicted relationships between upregulated (magenta) and downregulated (green) genes and downstream functions (centre nodes; orange, activating effect; blue, inhibitory effect). (E) Colour key. Asterisks in network graphs denote multi-protein complexes.

### Human genomic variation links *TTI2* expression with genome-wide phenotype associations

Our results indicated that changes in expression levels of *Tti2* can affect both neural and metabolic homeostases. The majority of disease-associated variants in humans are likely to be involved in regulation of transcription [58,59]. Therefore, to link our findings to genomic variation in the human population, we searched the human eQTL catalogue (https://www.ebi.ac.uk/eqtl/) for variants associated with changes in *TTI2* mRNA expression. We extracted 821 variants underlying 2177 eQTL (*p* < 1e-4) in 28 different tissues and cell types (S5 Data). Out of these, 214 variants were associated with the *TTI2* eQTL in at least 3 distinct tissue types (S4 Fig). The multi-tissue eQTL are more likely to represent true associations as well as being consequential for a wide range of phenotypes [17,18]. We next used all *TTI2* eQTL variants to query the GWAS databases (https://www.ebi.ac.uk/gwas/) for known phenotypic associations. We found 7 variants with reported associations to protein and stem cell factor blood concentrations, blood pressure and frontotemporal dementia (Table 4).

**Table 4:** Human genomic variants with overlapping associations to *TTI2* expression and phenotypes.

Variant ID	eQTL beta direction	eQTL data sets	Associated trait	Trait ID	GWAS *p* value	GWAS beta direction	Risk Frequency*
rs10094645	increase	Artery_Aorta, Muscle_Skeletal, Testis, Thyroid, Whole_Blood	blood protein measurement	EFO_0007937	4E-23	decrease	0.594
rs2732317	increase	Artery_Aorta, Testis, Thyroid, Whole_Blood	blood protein measurement	EFO_0007937	3E-77	decrease	0.612
rs2732260	increase	Monocyte	frontotemporal dementia, memory impairment	Orphanet_282 EFO_0001072	1E-6	NA	0.03
rs2732259	increase	Esophagus_Muscularis, Muscle_Skeletal, Testis, Whole_Blood	hypoxanthine measurement	EFO_0010500	7E-6	increase	0.619*
rs6996562	increase	Artery_Aorta, Testis, Whole_Blood	pulse pressure measurement	EFO_0005763	2E-10	increase	0.473
rs7845722	increase	Artery_Aorta, Muscle_Skeletal, Testis, Whole_Blood	pulse pressure measurement	EFO_0005763	1E-9	increase	0.4
rs1568119	decrease	Monocyte	stem cell factor measurement	EFO_0008291	1E-7	increase	0.08*

821 variants linked to *TTI2* eQTLs (*p* < 1E-4) were used to search human genome-wide association studies (GWAS) catalogue. *Data sets* column lists tissues and cell types in which significant eQTLs were detected for a given variant. For GWAS studies for which risk frequencies were not reported, we included variant frequencies from phase 3 1000 Genomes Project combined population (denoted with asterisks).

## Discussion

In this study we used systems genetics methods to i) discover a number of metabolic and endocrine genetic correlates of the two critical parameters of adult hippocampal neurogenesis—precursor cell proliferation and net neurogenesis; and ii) identify *Tti2* as a molecular link between brain cellular plasticity and peripheral metabolism.

### The HXB/BXH family is well-suited to discover genetic physiological correlates of cognitive endophenotypes

The HXB/BXH family of 30 members has only modest statistical power to detect QTL, as the majority of loci have only small effects on phenotypes and variants behind a substantial part of heritability fall below stringent significance levels (power calculations to detect a QTL for a population of 30 strains for different heritability and effect size values are presented in S5 Fig). Nonetheless, the chief advantage of recombinant inbred strains is their suitability to measure the tendency of traits to co-segregate [47]. Because each inbred line can supply an indefinite number of isogenic individuals, multiple phenotypes can be measured in the same genotype, the collected data are cumulative and comparable across time and laboratories. Use of separate cohorts of animals to assess different phenotypes avoids intra-individual correlations (which may, for example, be due to the health status of a particular animal) and ensures that any associations between traits are due to shared genetic variation. Genetic correlations, therefore, may suggest the presence of allelic variants with pleiotropic effects on correlating phenotypes [12,20]. Here we show that, under baseline laboratory conditions, precursor cell proliferation and the final outcome of the process of adult neurogenesis—the numbers of surviving and functionally integrated neurons—are under the control of largely distinct sets of genes. Accordingly, each of these traits correlated to non-overlapping collections of metabolic and endocrine parameters. Because adult neurogenesis—although a complex process in itself—represents one specific aspect of hippocampal plasticity, these correlations advance our understanding of interactions between global metabolic features and brain function. Here we proceeded to dissect in-depth the correlation between serum glucose and net neurogenesis, which could both be mapped to a common overlapping QTL. The majority of discovered correlations, however, could not be explained by such a strong genetic association, in agreement with the polygenic nature of quantitative traits. Other methods, such as gene co-expression analyses, have the potential to integrate available data and elucidate mechanisms underlying remaining relationships [35].

### *Tti2* as a pleiotropic gene regulating net neurogenesis and metabolic homeostasis

Using transcriptional profiles from peripheral tissues and the hippocampus as intermediate phenotypes between complex physiological outcomes and genomic variation we were able to narrow down the ‘serum glucose-neurogenesis’ QTL interval to the *Tti2* candidate gene. Tti2, together with its binding partners, Tti1 and telomere maintenance 2 (Telo2) protein, form the Triple T (TTT) complex [60], which associates with a number of molecular chaperones, including Hsp90, Hsp70, Hsp40, and the R2TP/prefoldin-like complex [61,62]. Interaction of TTT with R2TP modifies ATPase activity of R2TP components, RUVBL1-RUVBL2 [63,64]. TTT binds to nascent peptides of PI3K-related protein kinases (PIKK) and delivers them to the R2TP chaperone, thereby acting as a scaffold adaptor and a critical regulator of PIKK abundance in mammalian and yeast cells [60,62–67]. In mammals, the PIKK family consists of ATM, ATR, mTOR, TRAPP, SMG1, and DNA-PKcs. These proteins play strategic roles in multiple cellular functions, such as genome stability, DNA repair, regulation of gene and protein expression, nonsense-mediated RNA decay, cell growth and cell cycle progression, and regulation of responses to nutrient availability [68–71]. All PIKK are also an important part of stress responses [72].

In our present study, we generated a heterozygous SHR-*Tti2*^+/-^ line carrying a frame-shift mutation, which resulted in a series of premature stop codons in the N-terminal domain of *Tti2*. Cryo-electron microscopy structure of the human R2TP-TTT complex has revealed that α-helical regions in the N-terminal domain of Tti2 form an interface for interaction with Tti1 and RUVBL, and are essential for the formation and function of TTT [63,64]. Accordingly, mutational screens in yeast produced viable cells only when truncations were located at the very end of the C-terminus of *Tti2* [73]. Therefore, we predicted that this modification results in a non-functional protein. *Tti2* mRNA levels in the heterozygous SHR-*Tti2*^+/-^ rats were reduced by half compared to wild type littermates, as established by RNA sequencing, implicating nonsense-mediated decay of the mutated mRNA. We used heterozygous animals because our aim was to mirror the eQTL effect and reduce the amount of available Tti2 rather than remove it completely. The SHR background had been chosen because the SHR allele is associated with higher *Tti2* expression. Although antibodies recognising rodent Tti2 were not available, experiments in yeast have suggested that Tti2 protein abundance is directly correlated to mRNA expression [60]. SHR-*Tti2*^+/-^ rats had similar body weights, gross morphology and general cage behaviour as the wild-type littermates. However, reducing *Tti2* expression by half led to a reduction of the number of new neurons in the DG, a concomitant lowering of serum glucose and insulin concentrations, and to hallmarks of insulin resistance in skeletal muscles. Metabolic alterations in SHR-*Tti2*^+/-^ rats went beyond glucose homeostasis: we also found changes in lipid metabolism and elevated oxidative stress in the liver. Together, these findings support *Tti2* as a causal gene within the joint ‘serum glucose-neurogenesis’ QTL.

Expression of *Tti2* correlated negatively to adult neurogenesis and serum glucose concentrations in the HXB/BXH family, yet in the SHR rats with only one functional copy of the *Tti2* gene we saw a further decrease of each trait value. This disparity would imply that the SHR allele is associated with decrease of the Tti2 protein function despite higher *Tti2* mRNA abundance. The SHR allele carries six amino-acid substitutions, including Glu247Asp within the highly conserved Tti2 family super-helical central domain (conservation score 1.0; S1 Table) and Lys198Glu at a moderately conserved residue (score 0.57) in the N-terminal portion of the protein. Although all substitutions were scored as benign by prediction algorithms SIFT and PolyPhen, it cannot be excluded that they have an impact on protein stability or interactions with any of the binding partners. Most of Tti2 consists of α-helical HEAT repeats and large regions of the protein are involved in interactions with Tti1, RUVBL and PIKKs [63,64]. Higher mRNA expression could evolve independently or as a compensation of reduced function. For example, in the duplicated maize genome, the number of copies of genes encoding TTT complex members and PIKK have all reverted to one, suggesting evolutionary pressure to maintain gene dosage balance [74].

Transcriptome profiling of SHR-*Tti2*^+/-^ rats revealed extensive changes in gene expression in the liver, and to a lesser degree in skeletal muscle, perirenal fat and hippocampus compared to SHR wild type littermates. Liver, together with skeletal muscle and adipose tissue, are decisive organs in maintaining glucose homeostasis and, hence, the development of insulin resistance [75]. Functional analysis of differentially expressed genes in the liver identified networks of genes and potential regulators whose activation and inhibition could explain insulin resistance and dysglycemia in the heterozygous animals. We also recorded significant upregulation of *Insr* in the muscle, which IPA interpreted as consistent with hypoglycaemia and insulin resistant diabetes (S4 Data).

We also used IPA to predict which upstream regulators could be activated or inhibited in a manner consistent with observed gene expression changes. The vast majority of differentially expressed genes were not linked to PIKK activity. Thus far only PIKK peptides were identified as clients of the TTT complex despite attempts to capture other target proteins [73]. Therefore it is unlikely that another, yet unknown, pathway contributes to the observed phenotypes. Depletion of Tti2 destabilises all PIKK proteins and impairs nuclear localisation of ATM, ATR and TRRAP, but does not affect their mRNA abundance [60,73]. Notwithstanding the lack of direct evidence, reduction of *Tti2* expression in SHR-*Tti2*^*+/-*^ rats may destabilise the TTT complex and consequently impair signalling of PIKK. It has been reported that reduced PIKK signalling due to tissue-specific targeting of selected genes in the mouse led to impaired adipogenesis (reduced fat deposits), insulin resistance with lower insulin-stimulated glucose transport, reduced antilipolytic effects of insulin (increased NEFA levels), and ectopic fat accumulation [76–80]. These results are similar to metabolic disturbances observed in SHR-*Tti2*^*+/-*^ rats suggesting involvement of the same molecular pathways. Our data also do not allow differentiating whether all or only some of the PIKK are compromised in the SHR-*Tti2*^+/-^ rats. Destabilisation of the TTT complex has strongest effects on ATM and ATR protein levels and to a lesser extent on other PIKK [60,67,73,81]. Interestingly, in SHR-*Tti2*^+/-^ rats IPA detected enrichment of differentially expressed genes related to ATM signalling in the liver, muscle and fat and mTOR signalling in the muscle. While these results do not imply that other PIKK were not affected, ATM might be the most sensitive to Tti2 downregulation also in rats used in our study.

### Direct vs. metabolic *Tti2-*dependent regulation of neurogenesis

Pleiotropy occurs when a single genomic variation, or more broadly a change in a function of a single gene, has multiple consequences at the phenotypic level [9]. Because metabolic diseases can, to some extent, be modified by lifestyle interventions in order to prevent or dampen cognitive decline, but genes cannot, it is clinically crucial to understand which correlations between metabolic and cognitive phenotypes arise from genetic predisposition due to pleiotropic genes. Because we used targeted mutagenesis at the *Tti2* locus rather than tissue specific approaches to confirm association with target phenotypes, we cannot exclude that Tti2 affects neurogenesis through circulating metabolites or hormones. Correlations between traits in the absence of genetic variation indicate indirect effects [10].

Hippocampal plasticity and neurogenesis are intricately related to nutrient availability and insulin and insulin-like growth factor 1 (IGF1) signalling [82–85]. Glucose is the primary energy source for the nervous system. Hyperglycemia and insulin resistance are detrimental to the brain and negatively influence adult hippocampal neurogenesis [86–89]. In addition, caloric restriction, which lowers plasma insulin and glucose levels, resulted in increased survival of new neurons and higher net neurogenesis [90]. These associations have the opposite effect to the genetic correlation recorded in the HXB/BXH family and hint that, as such, lower serum glucose measured in SHR-*Tti2*^+/-^ rats may not necessarily lead to lower survival of adult-born neurons. In the HXB/BXH family, neurogenesis correlated positively to serum insulin (Pearson’s *r* = 0.35, *p* = 0.09). However, we did not detect any consistent associations with measures of insulin resistance, suggesting that peripheral insulin resistance is also unlikely a sole cause of neurogenesis impairment in SHR-*Tti2*^+/-^ rats. Furthermore, transcriptional profiling of the hippocampus from heterozygous animals did not indicate brain insulin resistance.

Metabolic tissues in heterozygous rats also manifested deregulated lipid metabolism. Higher levels of circulating triglycerides and free fatty acids could further contribute to disrupted glucose metabolism and neurogenesis. For example, high fat diets, which increase circulating plasma lipids and lipid peroxidation, have been documented as detrimental to neurogenesis and cognition [91,92]. On the other hand, serum concentrations of two major adipose tissue hormones—leptin and adiponectin—were similar in SHR-*Tti2*^+/-^ and intact animals.

The support in favour of direct effects of Tti2 reduction on neurogenesis comes from the severe neural deficits in individuals carrying loss-of-function mutations in *TTI2* in the absence of serious metabolic insufficiencies. In humans, homozygous and compound heterozygous loss-of-function mutations in *TTI2* cause microcephaly, severe intellectual disability, dysmorphic facial features, short stature, speech and movement disorders, and skeletal deformations [81,93–95]. Similar abnormalities were observed in children carrying *TELO2* mutations [96,97]. Particularly, failures of DNA repair pathways downstream of the TTT complex have detrimental effects on development and maintenance of the central nervous system. Recessive mutations in ATM cause ataxia telangiectasia, a disease characterised by progressive neuronal degeneration [98,99]; while loss of ATR leads to Seckel syndrome characterised by postnatal dwarfism, microcephaly, intrauterine growth defects, and mental retardation [100]. ATM, ATR and DNA-PKcs are essential to preserving the genome integrity during replication [101] and thus their function is particularly important in dividing precursor cells in the course of neurogenesis [102], also in the adult hippocampus [103]. Knock-out of ATM or ATR in mice has detrimental effects on brain development, with pronounced loss of hippocampal neurons [104]. ATM-deficient mice have abnormally increased rates of proliferation with concomitantly lowered survival of new neurons [103]. In human neural stem cells, ATM suppresses excessive retrotransposition [105], the process which contributes to neural diversity and plasticity during hippocampus development, and then in the adult stem cells [106].

mTOR also plays multiple roles in the development and function of the brain [107], including maintenance of neural progenitor cell pools. During embryonic development, conditional knockout of mTOR in neural stem cells dramatically reduced their proliferation thereby reducing production of postmitotic neurons and brain size [108]. Similarly, inhibition of mTORC1 signalling in the neural stem cells in the neonatal subventricular zone (SVZ) of the lateral ventricle, which also harbours a population of neural stem cells that persist throughout life, reduced generation of transient amplifying precursor cells and thus decreased the abundance of their differentiated progeny [109]. mTOR signalling promoted survival of neural stem cells isolated from SVZ *in vitro* downstream of EGFR signalling [110]. In addition, transient systemic inhibition of the mTOR pathway by rapamycin in early postnatal life resulted in abnormal proliferation, reduced progenitor cell numbers, and eventually decreased the volume of the adult dentate gyrus [111]. Similarly, treatment with rapamycin in adult mice also reduced proliferation of hippocampal progenitor cells and net neurogenesis [112]. Rapamycin also prevented increase of neurogenesis by physical activity, which is a known pro-neurogenic stimulus [112].

ATM and mTOR are both downstream targets of insulin and IGF1 signalling [98]. Insulin and IGF1 provide trophic signals that can both stimulate and inhibit proliferation and survival of adult precursor cells *in vivo* [83,113–118]. Insulin is also expressed directly in neuronal progenitors [119]. The massive upregulation of S1pr3 and downregulation of Acer2 in the hippocampus of SHR-*Tti2*^+/-^ rats suggested changes in the sphingosine-1-phosphate (S1P) signalling pathway, which is implicated in the control of cell death and survival, as well as synaptic plasticity via interactions with multiple cellular signalling cascades [120–123]. Interestingly, S1pr3 potentiates IGF1 signalling [124], and cross-links with the mTOR-AKT nutrient sensing pathway [125]. Although our analysis of differentially expressed genes did not suggest changes in PIKK activity in the hippocampus of heterozygous animals, the precursor cells and immature neurons are only a minor fraction of the entire hippocampus and therefore we might not have captured genes affected specifically in these cells. For example, Ka and colleagues [108] found that in the developing cerebral cortex mTOR signalling was detected mostly in the radial neural stem cells, the principal precursor cells of the developing central nervous system. mTOR activity in the postmitotic neuronal layers was very low. In the early postnatal and adult SVZ, mTOR activity was also concentrated in actively proliferating transient amplifying progenitor cells [109,126]. Compared to dividing precursor cells, expression of ATM and ATR is also downregulated in post-mitotic neurons, where these proteins are involved in clathrin-mediated endocytosis at synapses [127].

All told, the interwoven relationships between peripheral metabolism, insulin and PIKK signalling pathways point to complex responses to intracellular deficits in PIKK and extracellular signals in the brain of SHR-*Tti2*^+/-^ rats, and lend support for truly pleiotropic roles of *Tti2* in the regulation of glucose homeostasis and structural brain plasticity.

### Limitations

In our study we used only male rats and thus we do not know whether any of the identified associations interacts with sex. Adult neurogenesis has a strong environmental component, where variability between individuals depends on the experience and life history. To avoid interference of systemic environmental errors with genetic sources of variation and obtain reliable estimates of neurogenesis in the HXB/BXH family, we sampled several individuals per strain from at least 3 independent litters born at different time points throughout the data collection period. Inclusion of both sexes may have increased within-strain variation, therefore decreasing power to detect genetic associations. To use sex as a covariate would require a larger number of experimental animals, which was not logistically feasible. Under these circumstances, we chose to use males for compatibility with existing data, as the vast majority of published HXB/BXH phenotypes were measured in young male rats to avoid inter-individual variation due to oestrous cycle. The inbred status of the HXB/BXH family enables integration of additional data at later time points.

Another limitation of our study was the use of a general rather than tissue-specific *Tti2* knockout. This choice was dictated by the complexity of both processes under study. Glucose homeostasis is achieved by interactions between many cell types in several tissues. Adult neurogenesis is not only regulated intrinsically in neural stem cells, but is also influenced by the niche in which they are harboured, and network activity of the entire hippocampus. A classical knockout approach also reflected the presence of *Tti2* cis-eQTL in all examined tissues. Although we cannot unequivocally claim that the effect of *Tti2* knockout on neurogenesis is independent of metabolism, we have discussed literature that support the hypothesis of a direct, horizontal pleiotropic effect of *Tti2* dosage on these distinct phenotypes.

## Conclusion

Understanding of the molecular events by which a genomic variation leads to physiological consequences for the organism across many functions provides a foundation for effective precision medicine. Our study exemplifies the power of rodent genetic reference populations not only to identify associations between phenotypes that are difficult or even impossible to assess in humans, but also to give insights into the cell biology behind these associations. Our experiments showed that manipulating the abundance of a single component of the protein folding machinery had relatively subtle yet significant effects on a broad range of phenotypes. Mining human data sets revealed more than 800 genomic variants that are linked to *TTI2* expression, seven of which refer to associations with protein and blood stem cell factor concentrations, blood pressure, and frontotemporal dementia. Given the dose-dependent effects of *Tti2* on adult hippocampal neurogenesis and glucose homeostasis, we speculate that human variants that affect *TTI2* expression or function may also have quantitative effects on these phenotypes.

## Materials and methods

### Ethics statement

All experiments were performed in agreement with the Animal Protection Law of the Czech Republic and were approved by the Ethics Committee of the Institute of Physiology, Czech Academy of Sciences, Prague (Permit number: 66/2014).

### Animals

Brown Norway BN-*Lx*/Cub, spontaneously hypertensive SHR/OlaIpcv (referred to as BN and SHR, respectively) and 30 HXB/BXH recombinant inbred strains, as well as SHR-*Tti2*^*+/-*^ knockout heterozygous rats used in the current study were housed in an air-conditioned animal facility at the Institute of Physiology, Czech Academy of Sciences. HXB/BXH strains are inbred for more than 80 generations. Animals were maintained on a 12 h light/dark cycle in standard laboratory cages provided with standard laboratory chow and water *ad libitum*. To assess survival of new-born cells in the dentate gyrus, 10-week-old animals were given 3 daily intraperitoneal injections of 50 mg/kg bromodeoxyruidine (BrdU; Sigma) and perfused 28 days later. We studied 5–9 male rats from each strain derived from at least 3 independent litters (total 243 rats). To isolate tissues for RNA and protein isolation, rats were anaesthetised with ketamine and decapitated. Tissues were placed in RNA later (microarray) or snap frozen in liquid nitrogen. For the microarray analysis, one male and one female 10-week-old rat from each parental and HXB/BXH strains were used (total 64 rats). Biochemical, metabolic and hemodynamic phenotypes were assessed in three-month-old non-fasted male SHR-Tti2^+/-^ rats and their wild-type littermates (N = 8 per strain).

### Generation of Tti2 knockout SHR rats

*Tti2* knockout rats were generated by microinjecting fertilized ova of SHR rats with the ZFN (Zinc Finger Nuclease) construct from Sigma-Aldrich. The construct was designed to target the first exon using the following sequence of ZFN binding (capital letters) and cutting site (small letters): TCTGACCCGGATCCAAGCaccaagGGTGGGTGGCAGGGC. DNA samples isolated from 452 rats born after microinjection with ZFN construct were amplified using primers flanking the target sequence: ZFN F: 5’-TACACTGTGATTGGCTGGGA-3’ and ZFN R: 5’-GGCGCAGTGGAGTGATC-3’. Altogether 4 positive animals were detected. An SHR-*Tti2*^tm1^/Ipcv line no.14 (referred to as SHR-*Tti2*^*+/-*^) with an 8 bp deletion (NM_001013883.1(Tti2):c.243_250delCGAGATCC; on the protein level: NP_001013905.1:p.Glu82Glyfs) has been selected for further analyses. The heterozygous founder was crossed with SHR and F1 rats were intercrossed. SHR-*Tti2*^*+/-*^ heterozygotes were selected for breeding and phenotyping while their wild type littermates were used as controls.

### Histology

Histology was carried out using standard procedures [48]. Rats were deeply anaesthetised with a mixture of ketamine/xylazine and intracardially perfused with 0.9% NaCl, followed by ice-cold 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer (PB), pH 7.4. The brains were removed, post-fixed overnight in 4% PFA and equilibrated in 30% w/v sucrose in 0.1 M phosphate buffer. 40 μm frozen coronal sections were cut on a sliding microtome (Leica) and stored in a cryo-protective solution (25% ethylene glycol, 25% glycerol in 0.1 M PB) at –20°C.

For immunohistochemistry, every sixth section was washed in Tris-buffered saline (TBS) and pretreated in 3% H_2_O_2_ and 10% methanol in TBS for 15 min. After several washes in TBS and NaCl, DNA was denatured with 2.5 M HCl for 30 min at 37°C. Multiple washes in phosphate-buffered saline (PBS) were performed between each subsequent step. The sections were incubated in a blocking solution containing 10% donkey serum and 0.3% Triton-X100 in PBS for 1 h and then with primary antibodies (rat anti-BrdU, 1:500, OBT0030, AbD Serotec; or rabbit anti-Ki67, 1:500, NCL-Ki67p, Novocastra) diluted in the blocking solution for 48–72 h at 4°C. Sections were incubated for 2.5 h with biotinylated secondary antibodies (1,500, Jackson ImmunoResearch) diluted in the blocking solution containing 3% donkey serum. Immunocomplexes were detected using the Vectastain Elite ABC kit (Vector Laboratories) and 0.02% diaminobenzidine (D5905, Sigma) enhanced with NiCl_2_. After mounting in 0.1 M PB onto gelatine-coated glass slides, the sections were air dried, cleared in the alcohol gradient series, and coverslipped with Entellan New (Merck).

Cells were quantified using a simplified optical fractionator method as discussed before [48,128]. BrdU positive cells were quantified along the rostro-caudal axis in the granule cell layer (GCL) and subgranular zone (SGZ) defined as a two-cell wide band below the GCL. Ki67 cells were quantified in the three-cell wide zone below the GCL and in the inner third of the GCL. Clusters of cells were defined as at least three cells not further apart than two-cell diameter. The cells in the uppermost focal plane were ignored to avoid oversampling errors. The counts from left and right sides of the DG in each sample were averaged and multiplied by 6 (section sampling interval) to obtain total numbers of newborn (BrdU) or proliferating (Ki67) cells per dentate gyrus.

To assess the identity of BrdU-positive cells and estimate the range of neuronal and astrocyte survival across the HXB/BXH family, sections from three randomly selected individuals from each parental strain and one from each HXB/BXH member were processed for fluorescent staining with BrdU, NeuN and S100β. Every twelfth section was washed twice in NaCl, pretreated in 2 M HCl for 30 min at 37°C and washed in PBS. After blocking, sections were incubated for 48 h at 4°C with primary antibodies (rat anti-BrdU, 1:500, OBT Serotec; mouse anti-NeuN, 1:200, MAB377, Millipore; rabbit anti-S100β, 1:2000, Ab41548, Abcam) diluted in the blocking solution. After washing in PBS, sections were incubated for 4 h with secondary antibodies (anti-rat Cy3, anti-mouse DyLight 488, anti-rabbit Cy5, 1:500, Jackson Immunoresearch) diluted in the blocking solution, washed in PBS and mounted onto glass slides using fluorescence mounting medium Aqua-Poly/Mount (Polysciences). 100 randomly selected BrdU-positive cells from each animal along the rostro-caudal axis of the DG were imaged at 400× magnification with spectral confocal microscope (TCS SP2, Leica) and examined for NeuN and S100β immunoreactivity.

### Microarray analysis

Hippocampi were dissected from brains stored in RNA later and RNA was isolated using RNA STAT-60 kit (Tel-Test Inc). RNA was purified using standard sodium acetate-ethanol precipitation method. RNA purity and concentration was evaluated using 260/280 nm absorbance ratio and the quality was checked using Agilent Bioanalyzer 2100 prior to hybridisation. Samples were hybridised onto GeneChip Rat Exon 1.0 ST microarrays (Affymetrix) using manufacturers protocols.

Along with the hippocampus gene expression data, we analysed published data sets from parental and 29 recombinant inbred strains from adrenal gland, liver, skeletal muscle, perirenal fat, kidney, aorta, and ventricle [40,41,43]. These data sets consisted of microarray analysis on Affymetrix Rat230_2 (muscle, liver, aorta and ventricle) and RAE230A (adrenal gland, fat and kidney) chips. Unprocessed microarray expression data were retrieved from ArrayExpress, (www.ebi.ac.uk/arrayexpress; adrenal gland, E-TABM-457; liver, E-MTAB-323; muscle, E-TABM-458; fat and kidney, E-AFMX-7; aorta, E-MTAB-322; left ventricle, E-MIMR-222).

Probes from each data set were assembled into probesets mapped to Ensemble gene identifiers from Rnor_5.0 rat genome release using Version 10 custom cell definition files from the Brain Array (University of Michigan) website [129]. Probes that mapped to regions containing insertions, deletions or single nucleotide polymorphisms in the SHR/Ola or BN-*Lx*/Cub strains compared to the reference genome [46] were removed prior the analysis to avoid spurious linkage due to differential hybridisation. Probesets which after filtering contained less than 3 probes were removed. Gene expression summaries were derived using robust multichip average (RMA) algorithm [130] in the R Affy package [131].

### Heritability

In repeated sampling of isogenic individuals, the variance observed within the genotype can be attributed to environmental influences, whereas differences between strains are primarily due to differences in genotypes. Thus, we defined narrow sense heritability as the intraclass correlation coefficient obtained from a mixed linear model employing restricted maximum likelihood approach using function *lmer* from lme4 R package [132,133].

### QTL mapping

Phenotype QTL were calculated using strain means for surviving (BrdU^+^) and proliferating (Ki67^+^) cells in the DG as well as for phenotypes correlating to neurogenesis traits. Expression QTL (eQTL) were calculated for all genes in each data set. Marker regression against SNP-based genotype markers mapped to Rnor_5.0 genome assembly with 2049 unique strain distribution patterns in 29 HXB/BXH strains [134] was performed using the QTLReaper program [135], which reports likelihood ratio statistic (LRS) score at each marker. LRS was converted to logarithm of odds ratio (LOD) by dividing by 4.61, where LOD ≈–*log*_*10*_*(p)*. Empirical genome-wide significance of linkage was determined by a permutation test as previously described [40]. Genome wide significance was defined as the 95^th^ percentile of the maximum LOD score and less stringent suggestive threshold as the 37^th^ percentile, which on average yields one false positive per genome scan [51,52]. The 95% confidence intervals for QTL were calculated in R/qtl using Bayesian method [136]. Traits with overlapping QTL were summarised as their first principal component, an eigenphenotype (adult neurogenesis and serum glucose) or eigengene (*Tti2* expression), using WGCNA R package [137]. eQTL were defined as local when position of a QTL mapped within 10 Mb from the physical location of the gene [40]. Conditional genome scans were carried out in R/qtl as described previously [50,53,54] to establish relationships between genomic loci, gene expression and phenotypes using function *scanone* with parameter *addcovar*. The gene was considered causal when the LOD score of the phenotype QTL fell below suggestive level after conditioning on its expression. QTL power analysis was carried out with R/qtlDesign R package using function *powercalc* [138]. Analysis of mutations of candidate genes was performed using tools in Rat Genome Database [139]. All genomic positions were mapped to Rnor_5.0 genome assembly.

### RNA isolation and quantitative PCR

RNA was isolated using RNeasy Mini Kit (Qiagen) following manufacturer’s instructions. Genomic DNA was removed by on-column DNase digestion. Frozen tissues were homogenised in QIAzol with TissueRuptor (Qiagen). cDNA was synthesised with SuperScript II reverse transcriptase (Invitrogen) using oligo(dT) primers and 1 μg of total RNA. Quantitative PCR was performed using SYBR Green PCR kit (Qiagen) on cDNA corresponding to 25 ng of total RNA using the following conditions: 95°C for 15 min, and 40 cycles at 94°C for 15 s, 60°C for 30 s and 72°C for 30 s. Gene-specific primer pairs were designed using Primer3 software [140]. Dissociation analysis from 55°C to 90°C of the end product was performed to ensure specificity. Cycle of threshold (CT) values were normalised to the GAPDH reference to calculate the relative level of gene expression on the log_2_ scale (ΔCT). Mean ΔCT values from BN rats were then subtracted from each sample ΔCT to obtain ΔΔCT values.

### RNA sequencing and analysis

RNA was isolated as described above from the frozen hippocampus, liver, soleus muscle and perirenal adipose tissue samples isolated from SHR-Tti2^+/-^ rats and wild-type SHR-Tti2^+/+^ littermates. RNA integrity was confirmed using BioAnalyzer (Agilent Technologies, Germany). Sequencing libraries were prepared using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina from 300 ng of total RNA, with mRNA enrichment by poly-dT pull down using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB) according to the manufacturer’s instructions. Samples were then directly subjected to the workflow for strand-specific RNA-Seq library preparation (Ultra II Directional RNA Library Prep, NEB). For ligation custom adaptors were used (Adaptor-Oligo 1: 5’-ACA CTC TTT CCC TAC ACG ACG CTC TTC CGA TCT-3’, Adaptor-Oligo 2: 5’-P-GAT CGG AAG AGC ACA CGT CTG AAC TCC AGT CAC-3’). After ligation, adapters were depleted by an XP bead purification (Beckman Coulter) adding the beads solution in a ratio of 1:0.9. Dual indexing was done during the following PCR enrichment (12 cycles, 65°C) using custom amplification primers carrying the same sequence for i7 and i5 index (Primer 1: AAT GAT ACG GCG ACC ACC GAG ATC TAC AC NNNNNNNN ACA TCT TTC CCT ACA CGA CGC TCT TCC GAT CT, Primer 2: CAA GCA GAA GAC GGC ATA CGA GAT NNNNNNNN GTG ACT GGA GTT CAG ACG TGT GCT CTT CCG ATC T). After two more XP bead purifications (1,0.9), libraries were quantified using the Fragment Analyzer (Agilent). For Illumina flowcell production, samples were equimolarly pooled and sequenced 75bp single-end on multiple Illumina NextSeq 500 flowcells, aiming for approximately 30 million sequencing reads per sample.

Expression levels of individual transcripts were estimated by kallisto (ver. 0.46.1) [141] using Ensembl cDNA database (release 97) [142] as a reference. The software was executed with sequence-based bias correction, 100 bootstrap samples, an average fragment length of 200 bp and standard deviation set to 20. Differential expression analysis was carried out using an R package sleuth (ver. 0.30.0) [143]. 

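On the first 2 principal components of the log2 CPM of the 10 hippocampus samples, which carried 17.3% and 12.8% of the variance, the sample of wild-type rat 2 lay farthest from the others, at a mean Euclidean distance of 128. The next farthest was wild-type rat 1 at 89.7, and the other 8 samples lay between 38.2 and 63.2. The wild-type rat 2 sample also had the highest total estimated count of the hippocampus samples, 32713126 against 23159304 for the next. The correlation of its log2 CPM with the mean of the other hippocampus samples, across transcripts, was 0.982, and that of the other 9 samples with the mean of the rest lay between 0.993 and 0.996. All 10 samples were kept in the main analysis. With this sample left out, edgeR's test again called 1 transcript, whereas the count rose from 7 to 21 with DESeq2's Wald test and from 6 to 19 with a Wald test against a normal reference. These last fits without the sample were added after the values were seen.

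**Figure D3:**
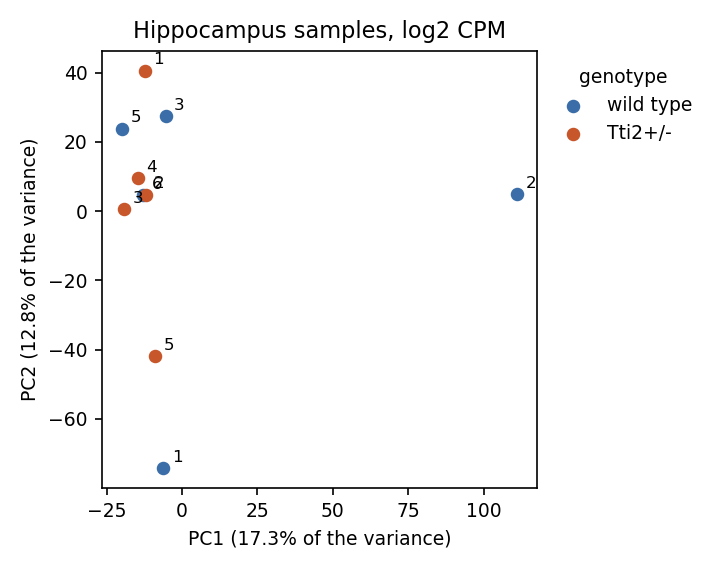
Hippocampus samples on the first 2 principal components of log2 CPM, with the share of the variance on each axis label. Each point is 1 sample with its rat number beside it, coloured by genotype, and the points of wild-type rat 6 and SHR-Tti2+/- rat 2 overlap; wild-type rat 2 lies alone at the right.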

A single outlier hippocampus sample was identified by examining a principal component projection and removed from further analysis. Samples obtained from each tissue were used to fit independent statistical models, with genotype as a single covariate, using 5 or 4 replicates per genotype. Statistical significances of changes in transcript abundances were computed using a Wald test. A 10% FDR (false discovery rate) cut-off and an absolute value of fold change of 1.5 were used to identify differentially expressed genes. Functional enrichment analysis was performed with Ingenuity Pathway Analysis software (IPA; Qiagen) at default settings [144].

### Basal and insulin stimulated glycogen synthesis in skeletal muscle

For measurement of insulin stimulated incorporation of glucose into glycogen, diaphragmatic muscles were incubated for 2 h in 95% O_2_ + 5% CO_2_ in Krebs-Ringer bicarbonate buffer, pH 7.4, containing 0.1 μCi/ml of ^14^C-U glucose, 5 mmol/L of unlabelled glucose, and 2.5 mg/ml of bovine serum albumin (Armour, Fraction V), with or without 250 μU/ml insulin. Glycogen was extracted, and basal and insulin stimulated incorporation of glucose into glycogen was determined.

### Glucose utilization in isolated epididymal adipose tissue and brown adipose tissue

Distal parts of epididymal adipose tissue or interscapular brown adipose tissue were rapidly dissected and incubated for 2 hours in Krebs-Ringer bicarbonate buffer with 5 mmol/L glucose, 0.1 μCi ^14^C-U-glucose/mL (UVVR, Prague, Czech Republic) and 2% bovine serum albumin, gaseous phase 95% O_2_ and 5% CO_2_ in the presence (250 μU/mL) or absence of insulin in incubation media. All incubations were performed at 37°C in sealed vials in a shaking water bath. Then we estimated incorporation of ^14^C-glucose into neutral lipids. Briefly, adipose tissue was removed from incubation medium, rinsed in saline, and immediately put into chloroform. The pieces of tissue were dissolved using a Teflon pestle homogenizer, methanol was added (chloroform:methanol 2:1), and lipids were extracted at 4°C overnight. The remaining tissue was removed, KH_2_PO_4_ was added and a clear extract was taken for further analysis. An aliquot was evaporated, reconstituted in scintillation liquid, and the radioactivity measured by scintillation counting. Incremental glucose utilization was calculated as the difference between the insulin stimulated and basal incorporation of glucose into neutral lipids.

### Lipolysis in isolated epididymal adipose tissue

For measurement of basal and adrenaline stimulated lipolysis, the distal parts of epididymal adipose tissue were incubated in Krebs-Ringer phosphate buffer containing 3% bovine serum albumin (Armour, Fraction V) at 37°C, pH 7.4 with or without adrenaline (0.25 μg/ml). The tissue was incubated for 2 hours and the concentrations of NEFA and glycerol in the medium were determined.

### Tissue triglyceride and cholesterol measurements

For determination of triglycerides in liver, gastrocnemius muscle, kidney, and heart, tissues were powdered under liquid N_2_ and extracted for 16 hours in chloroform:methanol, after which 2% KH_2_PO_4_ was added and the solution was centrifuged. The organic phase was removed and evaporated under N_2_. The resulting pellet was dissolved in isopropyl alcohol, and triglyceride and cholesterol concentrations were determined by enzymatic assay (Pliva-Lachema, Brno, Czech Republic).

### Biochemical analyses

Blood glucose levels were measured by the glucose oxidase assay (Pliva-Lachema, Brno, Czech Republic) using tail vein blood drawn into 5% trichloracetic acid and promptly centrifuged. NEFA levels were determined using an acyl-CoA oxidase-based colorimetric kit (Roche Diagnostics GmbH, Mannheim, Germany). Serum triglyceride and cholesterol concentrations were measured by standard enzymatic methods (Pliva-Lachema, Brno, Czech Republic). Glycerol was determined using an analytical kit from Sigma. Serum insulin concentrations were determined using a rat insulin ELISA kit (Mercodia, Uppsala, Sweden).

### Parameters of oxidative stress

Activities of superoxide dismutase (SOD), glutathione peroxidase (GSH-Px), and glutathione reductase (GR) were analysed using Cayman Chemicals assay kits (MI, USA) according to manufacturer’s instructions. Catalase (CAT) activity measurement was based on the ability of H_2_O_2_ to produce with ammonium molybdate a colour complex detected spectrophotometrically. The level of reduced glutathione (GSH) was determined in the reaction of SH-groups using Ellman reagent. The level of reduced (GSH) and oxidized (GSSG) form of glutathione was determined by high-performance liquid chromatography method with fluorescent detection according to HPLC diagnostic kit (Chromsystems, Munich, Germany). Lipoperoxidation products were assessed by the levels of thiobarbituric acid reactive substances (TBARS) determined by assaying the reaction with thiobarbituric acid. The levels of conjugated dienes were analysed by extraction in the media (heptane:isopropanol = 2:1) and measured spectrophotometrically in heptane’s layer.

### Statistical analysis

Statistical analyses were performed in R [145]. Normality of distribution of strain means for neurogenesis phenotypes was checked using Shapiro-Wilk test. Differences between groups were tested using Student’s *t*-test. Responses to insulin were analysed with a two-way linear mixed effect models using the lme4 R package [133]. Genotype, insulin treatment and interaction between genotype and treatment were used as fixed effects and individual intercepts were used as a random effect. Significance of main terms was evaluated by likelihood ratio test using function *Anova* from the car package [146], followed by Tukey post hoc test using multcomp package [147]. Values are represented as means +/- standard error of the mean. Plots were generated using the ggplot2 package [148].

## Supporting information

S1 Fig Metabolic phenotyping of three-month-old heterozygous SHR-*Tti2*^+/-^ rats and wild type SHR- *Tti2*^+/+^ littermates (denoted as SHR). Details of statistical analysis are in Table 2. Abbreviations: BAT, brown adipose tissue; GSH, glutathione; HDL, high-density lipoprotein; TG, triglycerides.
(TIF) Click here for additional data file.

S2 Fig Top canonical pathways enriched among differentially expressed genes between SHR-*Tti2*^+/-^ rats and wild type SHR littermates. Analysis was performed with Ingenuity pathway analysis (IPA), which, in addition to calculating enrichment, predicts activation (positive Z-score, red) or inhibition (negative Z-score, blue) of molecular pathways from the direction and magnitude of expression changes using curated database. Grey bars depict enriched pathways for which activation status could not be predicted. Vertical green dashed line indicates *p* value threshold of 0.05.
(TIF) Click here for additional data file.

S3 Fig Predicted regulator networks effects involved in glucose homeostasis in livers of SHR-*Tti2*^+/-^ rats. Differentially expressed genes in livers of SHR-*Tti2*^+/-^ rats and wild type SHR littermates were analysed using IPA. Up- (magenta) and downregulated genes (green; middle tier) connect the potential upstream regulators (upper tier) to downstream outcomes (bottom tier). Edges represent relationships derived from curated databases.
(TIF) Click here for additional data file.

S4 Fig Frequencies of single- and multi-tissue human *TTI2* eQTL. 821 genomic variants underlying 2177 eQTL (*p* < 1e-4) extracted from eQTL EBI catalogue (https://www.ebi.ac.uk/eqtl/) were clustered according to the number of distinct tissues or cell types in which eQTL were detected. Multiple eQTL from different data sets derived from the same cell or tissue type were scored as a single-tissue eQTL.
(TIF) Click here for additional data file.

S5 Fig Power to detect QTL in a population of recombinant inbred strains. Graphs depict theoretical calculations of power to detect a QTL with a minimum LOD value of 3 with various genetic effect sizes of a locus and heritability ranging from 0.2 to 0.7. Effect size is a difference in mean trait value between homozygous animals with different parental allele at this locus expressed as a proportion of the total genetic variance. Effect size of 1 implies a Mendelian trait. The calculations were performed for 25 and 30 lines with 5 biological replicates each, because several of the published traits used in our study, including serum glucose levels, were not measured in the entire family.
(TIF) Click here for additional data file.

S1 Data Neurogenesis and metabolism in *Tti2* heterozygous KO rats. Individual measurements of hippocampal neurogenesis and metabolic parameters in SHR-Tti2^+/-^ and wild type SHR rats.
(CSV) Click here for additional data file.

S2 Data Ingenuity canonical pathways. IPA canonical pathways enriched in differentially expressed genes in SHR-*Tti2*^+/-^ vs. wild type SHR rats in the hippocampus, liver, muscle and perirenal adipose tissue.
(XLSX) Click here for additional data file.

S3 Data Ingenuity upstream regulators. Affected upstream regulators predicted by IPA from differentially expressed genes in SHR-*Tti2*^+/-^ vs. wild type SHR rats in the hippocampus, liver, muscle and perirenal adipose tissue. Activation Z-score sis deduced from the direction and magnitude of the gene expression changes.
(XLSX) Click here for additional data file.

S4 Data Ingenuity downstream functions and diseases. Functions enriched among differentially expressed genes in SHR-*Tti2*^+/-^ vs. wild type SHR rats in the hippocampus, liver, muscle and perirenal adipose tissue. IPA deduces the activation Z-scores from the direction and magnitude of the gene expression changes.
(XLSX) Click here for additional data file.

S5 Data Human *TTI2* eQTL. Human eQTL catalogue (https://www.ebi.ac.uk/eqtl/) was queried for variants associated with changes in the *TTI2* mRNA expression. Significant eQTL were defined by *p* value < 1e-4.
(TXT) Click here for additional data file.

S1 Table Genes located within the confidence interval of the joint neurogenesis-serum glucose QTL on Chromosome 16. RGD ID, Rat Genome Database gene identifier. (DOCX) Click here for additional data file.

S2 Table Genes with cis-eQTL within the joint neurogenesis-serum glucose QTL, and neurogenesis QTL intervals. Expression of genes whose cis-eQTL were located within the joint neurogenesis-serum glucose QTL interval on Chromosome 16 (Chr 16: 62.1–66.3 Mb), or within neurogenesis-specific QTL interval (Chr 16: 56.8–74.3), were used for conditional mapping for these phenotypes. Although *Saraf* gene is located outside the joint phenotype QTL interval, it has a cis-eQTL within the QTL region. Conditional LOD scores and the respective difference in phenotype LOD scores for each gene are noted. Pearson’s correlation coefficient values denote correlation between a phenotype and gene expression in listed tissues.
(DOCX) Click here for additional data file.

S3 Table Quantitative RT-PCR analysis of *Tti2* mRNA expression in BN and SHR rats. Expression values were normalised to the mean expression of *Tti2* in BN. Note that lower cycle of threshold (ΔΔCT) values indicate higher relative expression of a gene. Data is shown as means ± standard error of the mean; *t*, Student’s *t*-test statistic; df, degrees of freedom.
(DOCX) Click here for additional data file.

S4 Table Non-synonymous amino acid substitutions in the SHR *Tti2* coding sequence. Genomic sequence of SHR rats between positions 62.1 and 66.3 Mb on chromosome 16, which cover neurogenesis-glucose QTL, was scanned for non-synonymous amino-acid substitutions compared to reference genome using Variant Visualiser in Rat Genome Database. Within this interval, missense mutations were present only in the *Tti2* gene. Conservation score ranges from 1 (highly conserved) to 0 (not conserved). SIFT score ranges from 0 (damaging) to 1 (non-damaging). Positions are according to Rnor_5.0 genome assembly.
(DOCX) Click here for additional data file.

S5 Table RNAseq confirmed reduction of *Tti2* mRNA expression in SHR-*Tti2*^*+/-*^ rats compared to wild type SHR littermates. (DOCX) Click here for additional data file.

# Supplementary material for: Systems genetics in the rat HXB/BXH family identifies Tti2 as a pleiotropic quantitative trait gene for adult hippocampal neurogenesis and serum glucose
**Source:** PLoS Genet. 2022 Apr 4;18(4):e1009638. doi: 10.1371/journal.pgen.1009638
**Supplement:** S1 Table

| RGD ID | Ensembl Gene ID | Symbol | Name | Type | Start | Stop |
| --- | --- | --- | --- | --- | --- | --- |
| 1305088 | ENSRNOG00000015426 | Purg | purine-rich element binding protein G | protein-coding | 62094495 | 62148088 |
| 1564788 | ENSRNOG00000015440 | Wrn | WRN RecQ like helicase | protein-coding | 62148560 | 62283748 |
| 1563097 |  | RGD1563097 | similar to ribosomal protein S15a | protein-coding | 62293104 | 62293541 |
| 621341 | ENSRNOG00000010392 | Nrg1 | neuregulin 1 | protein-coding | 62632432 | 63718738 |
| 1359164 | ENSRNOG00000050857 | Fut10 | fucosyltransferase 10 | protein-coding | 64290270 | 64373665 |
| 1311297 | ENSRNOG00000010783 | Mak16 | MAK16 homolog | protein-coding | 64386704 | 64395257 |
| 1310414 | ENSRNOG00000023494 | Tti2 | TELO2 interacting protein 2 | protein-coding | 64394792 | 64402657 |
| 1561238 | ENSRNOG00000023473 | Rnf122 | ring finger protein 122 | protein-coding | 64424229 | 64429199 |
| 1310090 | ENSRNOG00000011518 | Dusp26 | dual specificity phosphatase 26 | protein-coding | 64455731 | 64463284 |
| 1562800 | ENSRNOG00000045737 | LOC302192 | similar to RIKEN cDNA 1700001E04 | protein-coding | 66002994 | 66024065 |
| 7659612 |  | LOC102554887 | uncharacterized LOC102554887 | non-coding RNA | 62112832 | 62117250 |
| 7578262 |  | LOC102555473 | uncharacterized LOC102555473 | non-coding RNA | 63746258 | 63746863 |
| 7746793 |  | LOC102555712 | uncharacterized LOC102555712 | non-coding RNA | 64447281 | 64451810 |
| 7543674 |  | LOC102556287 | uncharacterized LOC102556287 | non-coding RNA | 64827697 | 64901092 |

# Supplementary material for: Systems genetics in the rat HXB/BXH family identifies Tti2 as a pleiotropic quantitative trait gene for adult hippocampal neurogenesis and serum glucose
**Source:** PLoS Genet. 2022 Apr 4;18(4):e1009638. doi: 10.1371/journal.pgen.1009638
**Supplement:** S2 Table — Expression of genes whose cis-eQTL were located within the joint neurogenesis-serum glucose QTL interval on Chromosome 16 (Chr 16: 62.1–66.3 Mb), or within neurogenesis-specific QTL interval (Chr 16: 56.8–74.3), were used for conditional mapping for these phenotypes. Although Saraf gene is located outside the joint phenotype QTL interval, it has a cis-eQTL within the QTL region. Conditional LOD scores and the respective difference in phenotype LOD scores for each gene are noted. Pearson’s correlation coefficient values denote correlation between a phenotype and gene expression in listed tissues.

| Phenotype | Gene | cis-eQTL LOD | eQTL position | Tissue | Phenotype LOD | Conditional LOD | LOD change | Pearson’s *r* |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| BrdU | *Tti2* | 4.06 | 64 | hippocampus | 3.12 | 0.78 | -2.34 | -0.65 |
|  | *Tti2* | 14.42 | 64.1 | Tti2 eigengene |  | 1.09 | -2.03 | -0.61 |
|  | *Mak16* | 6.11 | 64.2 | muscle |  | 3.16 | 0.22 | 0.02 |
|  | *Gsr* | 3.03 | 63.6 | hippocampus |  | 2.47 | -0.65 | -0.38 |
|  | *Adam32* | 3.03 | 72.4 | hippocampus |  | 2.8 | -0.32 | 0.23 |
|  | *Htra4* | 5.22 | 72.4 | hippocampus |  | 2.81 | -0.31 | 0.20 |
| Serum glucose | *Tti2* | 14.42 | 64.1 | Tti2 eigengene | 5.13 | 2.37 | -2.76 | -0.72 |
|  | *Tti2* | 7.16 | 64.1 | adrenal gland |  | 3.79 | -1.34 | -0.64 |
|  | *Tti2* | 10.8 | 64.2 | aorta |  | 3.43 | -1.7 | -0.63 |
|  | *Tti2* | 10.66 | 64.2 | fat |  | 4.19 | -0.94 | -0.55 |
|  | *Tti2* | 7.72 | 66.3 | kidney |  | 3.03 | -2.1 | -0.77 |
|  | *Tti2* | 12.5 | 64.2 | liver |  | 3.62 | -1.51 | -0.6 |
|  | *Tti2* | 18.7 | 64.2 | muscle |  | 2.06 | -3.07 | -0.69 |
|  | *Tti2* | 9.53 | 64.2 | ventricle |  | 1.64 | -3.49 | -0.77 |
|  | *Mak16* | 6.11 | 64.2 | muscle |  | 2.82 | -2.31 | -0.59 |
|  | *Saraf* | 4.4 | 62.3 | kidney |  | 6.28 | 1.15 | -0.07 |

# Supplementary material for: Systems genetics in the rat HXB/BXH family identifies Tti2 as a pleiotropic quantitative trait gene for adult hippocampal neurogenesis and serum glucose
**Source:** PLoS Genet. 2022 Apr 4;18(4):e1009638. doi: 10.1371/journal.pgen.1009638
**Supplement:** S3 Table — Expression values were normalised to the mean expression of Tti2 in BN. Note that lower cycle of threshold (ΔΔCT) values indicate higher relative expression of a gene. Data is shown as means ± standard error of the mean; t, Student’s t-test statistic; df, degrees of freedom.

| Tissue | ∆∆CT (SHR – BN) | *t* | df | *p*-value |
| --- | --- | --- | --- | --- |
| Adrenal gland | -0.39 ± 0.13 | 1.84 | 9 | 0.099 |
| Perirenal fat | 1.15 ± 0.13 | -4.83 | 8 | 0.0013 |
| Hippocampus | -0.88 ± 0.1 | 3.5 | 8 | 0.0081 |
| Kidney | -1.14 ± 0.12 | 5.31 | 8 | 0.00072 |
| Liver | -0.85 ± 0.08 | 2.77 | 9 | 0.022 |
| Soleus muscle | -1.49 ± 0.15 | 7.34 | 8 | 8.10E-05 |
| Pancreas | -1.15 ± 0.11 | 2.49 | 8 | 0.037 |

# Supplementary material for: Systems genetics in the rat HXB/BXH family identifies Tti2 as a pleiotropic quantitative trait gene for adult hippocampal neurogenesis and serum glucose
**Source:** PLoS Genet. 2022 Apr 4;18(4):e1009638. doi: 10.1371/journal.pgen.1009638
**Supplement:** S4 Table — Genomic sequence of SHR rats between positions 62.1 and 66.3 Mb on chromosome 16, which cover neurogenesis-glucose QTL, was scanned for non-synonymous amino-acid substitutions compared to reference genome using Variant Visualiser in Rat Genome Database. Within this interval, missense mutations were present only in the Tti2 gene. Conservation score ranges from 1 (highly conserved) to 0 (not conserved). SIFT score ranges from 0 (damaging) to 1 (non-damaging). Positions are according to Rnor_5.0 genome assembly.

| Position | Conservation Score | Reference | SHR | Reference Amino Acid | Variant Amino Acid | Amino Acid Coordinate | Polyphen Prediction | SIFT Prediction |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 64399852 | 0.909 | T | G | E | D | 247 | benign | 0.15 |
| 64401758 | 0.277 | C | T | A | T | 205 | benign | 0.71 |
| 64401779 | 0.567 | T | C | K | E | 198 | benign | 1 |
| 64402213 | 0.005 | C | T | R | K | 53 | benign | 0.9 |
| 64402331 | 0.001 | A | G | C | R | 14 | benign | 0.2 |
| 64402360 | 0 | C | T | G | D | 4 | benign | 1 |

# Supplementary material for: Systems genetics in the rat HXB/BXH family identifies Tti2 as a pleiotropic quantitative trait gene for adult hippocampal neurogenesis and serum glucose
**Source:** PLoS Genet. 2022 Apr 4;18(4):e1009638. doi: 10.1371/journal.pgen.1009638
**Supplement:** S5 Table

| Tissue | beta | se | *p* value | *q* value |
| --- | --- | --- | --- | --- |
| Hippocampus | -0.54 | 0.07 | 1.40E-15 | 2.8E-11 |
| Liver | -0.53 | 0.08 | 7.7E-11 | 1.8E-07 |
| Fat | -0.46 | 0.07 | 1.7E-11 | 3.5E-07 |
| Muscle | -0.63 | 0.06 | 3.70E-22 | 6.7E-18 |

How the deposited data were processed for this re-analysis (not part of the article)

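Gene expression was measured by RNA sequencing in the liver, soleus muscle, perirenal fat and hippocampus of SHR-Tti2+/- rats and wild-type SHR littermates, with 5 samples per tissue and genotype and 40 in all. Tissue, genotype and rat number were taken from the sample labels and checked against the methods. The labels name the fat peritoneal, and the name in the methods, perirenal, was used.

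The authors made polyadenylated, strand-specific libraries, sequenced them single-end and quantified them with kallisto against an Ensembl transcript set, with sequence-based bias correction. The deposited tables hold, for each of 31715 transcripts, its length, its effective length, its estimated count (an expected count that need not be whole) and its TPM, which the authors' software scaled for transcript length and library size. No gene-level values and no gene names are in these tables. A gene table of assembly GRCr8 with 47357 genes matched 0 of the transcript IDs, so it was used only for the names of the neighbours of Tti2. The bootstrap estimates of kallisto, which the sleuth package of the paper uses for technical variance, were not used here. TPM was not used in any test.

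From the estimated counts, rounded to whole numbers, each tissue was fitted separately in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood F-test, genotype as the only term). Transcripts with at least 5 estimated counts in at least 47% of the samples of a tissue were tested, which is the default filter of sleuth. Calls needed a Benjamini-Hochberg adjusted p-value under 0.1 and a fold change of at least 1.5, the thresholds of the methods. edgeR's test gives no standard error. Those printed with its log2 fold changes were derived, as the size of the log2 fold change divided by the square root of the F statistic. CPM values, counts scaled to library size, are normalized by TMM over the tested transcripts. Single values were compared between the genotypes by two-sided exact permutation tests over the 252 assignments of 10 samples to the genotypes. Groups of 5 allow no exact p-value below 0.0079. Principal components were computed from log2 CPM with a prior count of 1.

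Before the data were examined, the design, the thresholds and these alternatives were fixed: size factors by the median of ratios, DESeq2 1.42.0, limma 3.58.1 on the natural log of normalized estimated counts + 0.5, no filter beyond 1 count in any sample, at least 10 counts in every sample, an adjusted p-value under 0.05, no fold-change limit, the rat number as a replicate block, each sample left out in turn, and the hippocampus without the sample farthest from the others on the first 2 principal components. edgeR with its newer small-count adjustment and a Wald test against a normal reference, of the form sleuth uses but without bootstrap variance, were added after the data were seen. Rat numbers come from the labels and number different animals in the 2 genotypes. Sums over the transcripts of a gene, the fold changes of Tti2, S1pr3, Acer2 and Insr, gene set scores and the comparison of clock gene scores between tissues were planned but need gene names, and were not run.

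The rule for naming transcripts was set with the design: every gene the paper names for a tissue and, in each tissue, the 5 called transcripts with the smallest p-values. As the files do not pair IDs with names, at most 2 transcripts that fell and 2 that rose were named, in order of p-value in the liver and in the tissues with a call; 1 of them, ENSRNOT00000085581.1, was chosen after its values were seen.

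The total estimated count per sample lay between 19176393 and 32713126. At such totals 3 counts, the floor used for a transcript at 0, correspond to 0.133 CPM in wild-type hippocampus. Intervals and floors of this kind cover counting error only. No 2 samples of a group held the same values: the chi-square statistic per degree of freedom between any pair, over transcripts with at least 20 counts in the pair, was 6.38 or more, so each sample was counted as 1 replicate.

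Each test was tested on simulated data with the means, dispersions and library sizes of the real transcripts and 200 transcripts changed. edgeR recovered 79.5% of the changed transcripts among 17934 in the simulated liver, 67.5% among 17592 in the muscle, 79.5% among 19799 in the fat and 75.0% among 20336 in the hippocampus. Of its calls, 5.36%, 4.26%, 8.09% and 6.25% were transcripts that had not been changed. DESeq2 recovered 83.0%, 76.0%, 85.0% and 83.5% of the changed transcripts, and 20.2%, 20.4%, 24.1% and 20.9% of its calls had not been changed. The Wald test with a normal reference recovered 81.5%, 74.5%, 84.0% and 81.5%, and 17.7%, 13.4%, 16.8% and 17.7% of its calls had not been changed.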

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

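The tests in this part were chosen after the results they bear on were seen. Within each group of 5 samples, the total count, the share of the 10 highest transcripts, the distance on principal components and the values of the named transcripts were examined for a sample far from the rest. Of 37 such groups, 1 passed Dixon's critical value of 0.71, where chance gives about 1.85.

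That sample is the perirenal fat of wild-type rat 3. Its mean distance to the other fat samples on the first 2 principal components was 104, against 53.8 to 66.5 for the other wild-type fat samples, a Dixon ratio of 0.746. Library size was tested by thinning all fat samples to the lowest total: the sample then still lay 1.39 times as far as the next. RNA from the other sequenced tissues was tested with transcripts at least 100-fold higher in another tissue: their share in this sample was at most 1.04 times the highest share in another fat sample. With all 612 such tested transcripts left out it lay 1.25 times as far as the next, against 1.39 times with all transcripts. A mislabelled tissue was tested by correlation: its profile correlated at 0.991 with the other fat samples and at most at 0.821 with another tissue. The sample thus remained the farthest after thinning and without those transcripts, which took away part of its lead. As 1 group of 37 is within what chance gives, genotype was the only condition in the design and the other wild-type rats do not share the distance, so no biological explanation was tested.

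The effect of the genotype differed between tissues for some transcripts, by the interaction of genotype and tissue in edgeR's quasi-likelihood test at an adjusted p-value under 0.1 with no fold-change limit. Between the liver and the soleus muscle 14 of 16218 transcripts differed, between the liver and the hippocampus 16 of 16868, and between the liver and the perirenal fat 2 of 17439. Of the transcripts called in the liver, 5 of the 33 tested in both differed from the muscle, 8 of 36 from the hippocampus and 0 of 36 from the fat. Those transcripts were chosen for their effect in the same liver samples, which favours a difference, so these shares are not separate evidence. An unadjusted interaction p-value under 0.05 was reached by 1418, 1382 and 1558 transcripts for muscle, hippocampus and fat, where an even spread gives 811, 843 and 872. The genotype was reassigned over the rats, each rat keeping its label in both tissues, in 60 of 140 possible labelings, the real one included. As many transcripts were found in 1 of the 60 labelings for the muscle, in 1 of 60 for the hippocampus and in 10 of 60 for the fat. The highest counts in the other labelings were 3, 4 and 4. The difference between liver and fat was thus also given by other labelings of the rats. For liver against muscle and hippocampus, a difference in depth between the genotypes is not seen in the liver (exact permutation p = 0.508), the muscle (p = 0.730) or the hippocampus (p = 0.238). An effect of the genotype that depends on the tissue may remain as a hypothesis. Reads shared between transcripts of related genes were not tested.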

How the results depend on the processing

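Under edgeR's test with all samples the counts were 38 in the liver, 1 in the soleus muscle, 0 in the perirenal fat (1407 at an unadjusted p-value under 0.05) and 1 in the hippocampus. Size factors by the median of ratios in place of TMM gave the same counts, and the same 38 liver transcripts. With every transcript that had at least 1 count in any sample, the counts were 30, 1, 0 and 1.

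With DESeq2's Wald test the counts were 128 in the liver, 33 in the muscle, 24 in the fat and 7 in the hippocampus. All 38 liver transcripts were among the 128. The share of transcripts higher in SHR-Tti2+/- rats was 50.0% with edgeR and 43.8% with DESeq2 in the liver. In the other tissues DESeq2's share was 54.5% in the muscle and 85.7% in the hippocampus, where the single transcript called by edgeR was lower, and 79.2% in the fat. With limma the liver count fell to 16, of which 62.5% were higher, and the hippocampus count was 2, 1 higher and 1 lower. With at least 10 counts in every sample 64 liver and 5 muscle transcripts were called, and 60.0% of those in the muscle were higher. The liver count was 18 at an adjusted p-value under 0.05 and 77 with no fold-change limit. Under the added alternatives, the Wald test with a normal reference called 127, 33, 22 and 6 transcripts in the liver, muscle, fat and hippocampus, and 376, 71, 45 and 6 with no fold-change limit. With the limit, 46.5%, 60.6%, 77.3% and 50.0% of its calls were higher, and without it 52.1%, 59.2%, 62.2% and 50.0%. edgeR with its newer small-count adjustment called 2 in the hippocampus, 1 higher and 1 lower. Without the hippocampus sample farthest from the others, edgeR called 1 transcript as with all samples, while DESeq2 called 21 in place of 7, with 85.7% higher, and the Wald test 19 in place of 6, with 73.7% higher. The last pair of fits was added after the data were seen. The cause of these differences between tests was not fully tested. Over 99 other splits of the real samples of each tissue, edgeR called a median of 0 transcripts in every tissue, and the Wald test with the fold-change limit a median of 7 in the liver, 6 in the muscle, 6 in the fat and 4 in the hippocampus and at most 66, 293, 133 and 26, so this test also called more transcripts where the groups did not follow the genotype. DESeq2 was not run on other splits. In simulated data with no transcript changed, DESeq2 called 11 transcripts in the liver, 23 in the muscle, 13 in the fat and 22 in the hippocampus, the Wald test 5, 7, 8 and 15, and edgeR 0, 0, 1 and 0. Those data were drawn with edgeR's estimates of dispersion, which may favour edgeR.

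Leaving out 1 sample at a time, the count ranged from 11 to 57 in the liver, from 1 to 5 in the muscle, from 0 to 1 in the fat and from 1 to 2 in the hippocampus, over 10 fits each with edgeR. In the fat, 9 of the 10 fits called no transcript, and over all 10 there were 989 to 1784 transcripts at an unadjusted p-value under 0.05.

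With the rat number as a replicate block the counts were 11 in the liver, 0 in the muscle (965 at an unadjusted p-value under 0.05), 0 in the fat (1097) and 0 in the hippocampus (415). Same-numbered rats of the 2 genotypes are different animals, and their deviations from the group means were correlated at 0.033 in the liver, -0.036 in the muscle, 0.0072 in the fat and -0.026 in the hippocampus, so the numbers do not pair the samples. The log2 fold change of ENSRNOT00000032467.4 with the block was -0.76 in the liver, -0.90 in the muscle, -0.66 in the fat and -0.81 in the hippocampus. Its adjusted p-values from edgeR with the block were 0.128, 0.236, 0.867 and 0.989, so it was called in none of these tissues.

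The named transcripts kept their direction under every alternative that was run. Apart from the block, ENSRNOT00000032467.4 stayed past the threshold in all 7 alternatives in the liver and muscle and all 10 in the hippocampus, with log2 fold changes from -0.78 to -0.76, -0.91 to -0.90 and -0.81 to -0.77. In the fat 2 of 7 alternatives, DESeq2 and the Wald test, placed it past the threshold, with adjusted p-values from 6.2e-07 to 0.529 over the 7 at log2 fold changes from -0.66 to -0.65. In the liver it stayed past the threshold in 9 of the 10 fits that left out 1 sample, with adjusted p-values from 0.024 to 0.107. ENSRNOT00000028546.5 and ENSRNOT00000030569.5 stayed past it in the liver in all 7 alternatives. With 1 sample left out at a time, the first was called in all 10 fits and the second in 6, its log2 fold change falling short of the limit in the other 4. Apart from the block, ENSRNOT00000085581.1 passed the threshold in 5 of 9 alternatives in the hippocampus, DESeq2, limma and the Wald test among them. Its adjusted p-value reached 0.879 in the others of the 9, and was 0.989 with the block. It was not tested when an SHR-Tti2+/- rat was left out, since fewer than 47% of the samples then held 5 counts, nor with at least 10 counts in every sample.

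Sums over the transcripts of a gene, the fold changes of Tti2, S1pr3, Acer2 and Insr, and the gene set scores were not run, because the files do not pair transcripts with genes. The other named transcripts had at least 169 estimated counts in every sample of the tissues they are reported for. Depth limits ENSRNOT00000085581.1, for which a count of 0 in wild-type hippocampus cannot be told from a level below 0.133 CPM.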

Differences from the paper's values

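The paper reports 326 differentially expressed transcripts in the liver, and 38 were called here by edgeR's quasi-likelihood test. In the soleus muscle the paper's count is 52, against 1. In the perirenal fat the paper's count is 41, against 0, with 1407 transcripts at an unadjusted p-value under 0.05. In the hippocampus the paper's count is 10, against 1.

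For the liver, muscle and fat, none of the alternatives set before the data were examined closed the gap. The nearest was DESeq2's Wald test in place of edgeR, with 128 against the paper's 326, 33 against the paper's 52 and 24 against the paper's 41. In the hippocampus DESeq2's Wald test with all samples kept called 7 against the paper's 10, which is within a factor of 1.5. None of the other alternatives set before the data were examined came as near. The paper removed a hippocampus outlier that it does not identify, so its count of 10 rests on fewer samples, and the nearness is not a like comparison. A Wald test against a normal reference with no fold-change limit, chosen after seeing the values, called 376 transcripts in the liver against the paper's 326, 71 in the muscle against the paper's 52, 45 in the fat against the paper's 41 and 6 in the hippocampus against the paper's 10. With the fold-change limit that test called 127, 33, 22 and 6. Without the hippocampus sample farthest from the others, DESeq2 called 21 and the Wald test 19 against the paper's 10, also chosen after seeing the values.

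The paper lists Tti2 as reduced in the fat in S5 Table. In the fat no transcript was called here by edgeR. Transcript ENSRNOT00000032467.4 had a log2 fold change of -0.66 there with an adjusted p of 0.338, and passed the threshold with DESeq2 (adjusted p = 6.2e-07) and with the added Wald test (1.4e-05), in a range of adjusted p-values up to 0.867 over all its alternatives, the highest with the rat number as a replicate block, and up to 0.762 over the fits that left out 1 sample. Its unadjusted p in the fat was 1.7e-05 from edgeR's quasi-likelihood test, the smallest of the 20221 transcripts tested there. Its natural log fold change was -0.45, and the paper's value for Tti2 in the fat is -0.46. The size of the change was thus close to the paper's, and the difference lies in the adjusted p-value. The files do not pair this transcript with a gene, so that it is Tti2 remains a hypothesis.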

Other observations

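The comparisons with other splits of the samples, under edgeR and under the Wald test, which was itself added after the data were seen, the comparison of the lowest counts of transcripts at 0 in one group, the correlation of fold changes between tissues, the comparison with S5 Table, the correlation of the liver score between tissues and the tests of the distant hippocampus sample were chosen after the results were seen; the other tests here were chosen before their own results were seen.

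The 10 samples of each tissue were also divided into 5 and 5 in other ways, and the test was repeated for 100 of the 126 possible splits, among them the real one and all 16 that part every same-numbered pair of rats. The other 84 part fewer pairs. In the liver 1 of the 100 splits, the real one, gave 38 called transcripts or more, and the other splits gave at most 6. In the muscle 18 of 100 splits gave 1 or more, and one of the other splits gave 106. In the hippocampus 16 of 100 gave 1 or more. In the fat no transcript was called in the real split, so all 100 of 100 reach that count and the comparison tells nothing there. Among the 16 splits that part every pair, as many were called in 1 for the liver, 3 for the muscle and 2 for the hippocampus, and for the fat in all 16, again without meaning; 16 splits allow no share under 0.05, so this comparison alone is not decisive. With the Wald test against a normal reference, which called 127, 33, 22 and 6 transcripts, as many were called in 1 of 100 splits in the liver, 10 in the muscle, 12 in the fat and 38 in the hippocampus. The number of transcripts with an unadjusted p-value under 0.05 from edgeR, 1861 in the liver, 1239 in the muscle, 1407 in the fat and 875 in the hippocampus, was reached in 1, 15, 13 and 28 of the 100 splits. The liver count is therefore larger than the other groupings of the same rats that were fitted give, under both tests. The counts of the muscle and hippocampus are not under either test, and that of the fat is not under the Wald test. The split of the muscle samples with 106 calls is not one of genotype, and its cause was not tested.

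The 4 log fold changes of ENSRNOT00000032467.4, on the natural log scale, were -0.54 in the liver, -0.63 in the muscle, -0.45 in the fat and -0.56 in the hippocampus. The paper's values for Tti2 in S5 Table are -0.53, -0.63, -0.46 and -0.54, with standard errors of 0.08, 0.06, 0.07 and 0.07. Among the 15693 transcripts tested in all tissues this one lay nearest to the 4 values, at a distance of 0.0209, and the next nearest lay 15.5 times as far. The transcript may therefore be the one of S5 Table. This is a hypothesis from the values, since no table here pairs the ID with a gene. The 4 effects of the transcript spanned 0.24 on the log2 scale. The mean of the 4 effects was first taken away from the SHR-Tti2+/- rats. An exact permutation of the genotype over the rats then gave p = 0.258 for this span over 924 labelings, so a difference between the tissues was not shown. A difference is not excluded, since the rats are few, the tissues hold partly different rats and relabeled groups can be unequal in size. In edgeR's test of the interaction of genotype and tissue, the unadjusted p of the transcript against the liver was 0.338 for the muscle, 0.467 for the fat and 0.781 for the hippocampus. The muscle and fat, whose effects lay farthest apart, were not compared in that way.

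For the transcripts called in the liver, technical explanations were tested first. The total counts did not differ between the genotypes (exact permutation p = 0.508), nor did the share of the 10 highest transcripts (p = 0.310), and the log2 fold changes of all tested transcripts hardly followed transcript length (Spearman rho -0.0746 across transcripts, which are not independent replicates). Among rats of one genotype the called transcripts varied together: their mean pairwise correlation was 0.0747, at the 99.8th percentile of 10000 random sets matched on expression, whose median was 0.0015. Part of the liver difference could thus come from a state that many transcripts share, whatever its origin. Transcripts of 1 gene, which share reads, can also raise this correlation and could not be told apart here.

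Whether the liver transcripts moved in the other tissues too was tested with a score, the mean log2 CPM of the liver transcripts, each signed by its direction in the liver. The score was higher in SHR-Tti2+/- rats by 0.28 in the fat (36 transcripts, exact permutation p = 0.00794, adjusted 0.0238 over 3 tissues, 5 of 5 rats above all wild-type rats) and by 0.14 in the hippocampus (36 transcripts, p = 0.0159, adjusted 0.0238, 4 of 5 rats above all wild-type rats). In the muscle it was higher by 0.20 (33 transcripts, exact permutation p = 0.0952, 4 of 5 rats above all wild-type rats). Without ENSRNOT00000032467.4 the p-values were 0.0159 in the fat, 0.0317 in the hippocampus and 0.127 in the muscle. In the liver itself, where the transcripts were selected, the difference was 1.29. Of the transcripts, 29 of 36 kept their direction in the fat, 21 of 36 in the hippocampus and 23 of 33 in the muscle. The tissues came largely from the same rats, so a state of the whole animal may explain a shared shift as well as the genotype does.

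That explanation was tested within genotypes. If rats differed in a state of the whole animal, the tissues of 1 rat would deviate from their genotype means together. For the score of the liver transcripts itself, the correlation of such deviations over 8 rats was 0.59 for liver and fat (one-sided exact permutation of rats within genotype, p = 0.0833, adjusted 0.500 over 6 pairs of tissues; Spearman rho 0.50, permutation p = 0.113), and 0.52 without the 2 rats farthest from the median liver score. It was -0.47 for liver and muscle (permutation p = 0.903, rho -0.33 with p = 0.845) and 0.23 for liver and hippocampus (permutation p = 0.358, rho 0.14 with p = 0.411), and -0.06 and -0.07 without the 2 farthest rats. It was -0.62 for muscle and fat (permutation p = 0.892, rho -0.57 with p = 0.885), 0.40 for muscle and hippocampus (permutation p = 0.208, rho 0.38 with p = 0.220) and -0.25 for fat and hippocampus over 9 rats (permutation p = 0.722, rho -0.03 with p = 0.548), and -0.08, -0.73 and -0.28 without the 2 farthest rats. No pair was thus under 0.05, but with so few rats a state shared by liver and fat cannot be excluded. Over all transcripts, where a shift of a few would hardly be seen, the mean correlation of the deviations across transcripts was 0.0137 for liver and muscle (one-sided exact permutation of rats within genotype, p = 0.0556), 0.0196 for liver and fat (p = 0.0642), 0.00013 for liver and hippocampus (p = 0.486), 0.0058 for muscle and fat (p = 0.224), 0.0011 for muscle and hippocampus (p = 0.431) and 0.020 for fat and hippocampus (p = 0.0698), with 8 or 9 rats per pair. None was under 0.05, and the smallest adjusted value over the 6 pairs was 0.140. The genotype fold changes themselves were correlated between muscle and fat (r = 0.080 across 17350 transcripts, permutation of the genotype over the rats, p = 0.013, adjusted 0.078 over 6 pairs); for the other 5 pairs r lay between 0.0043 and 0.052 with permutation p-values from 0.149 to 0.788. Size factors by the median of ratios gave nearly the same values. With at least 10 counts in every sample, an alternative added after the data were seen, r was 0.14 for muscle and fat (permutation p = 0.013, adjusted 0.078) and 0.18 for fat and hippocampus (permutation p = 0.048, adjusted 0.143), and lay between 0.032 and 0.054 for the other 4 pairs with permutation p-values from 0.255 to 0.459. No pair had an adjusted p-value under 0.05 with either filter.

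The hippocampus sample of wild-type rat 2 lay 1.43 times as far from the others as the next on the first 2 principal components. Library size does not account for it: after thinning to the lowest hippocampus total it lay 1.39 times as far. Nor is it another tissue under a wrong label, as its profile correlated at 0.982 with the other hippocampus samples and at most at 0.765 with another tissue. RNA of another tissue was tested with transcripts at least 100-fold higher in that tissue. Those of the muscle made up 0.0728% of its counts, 2.22 times the highest share in another hippocampus sample, those of the fat 1.45 times and those of the liver 0.322 times. A trace of other tissue may therefore be present, but with all 346 such tested transcripts left out the sample still lay 1.33 times as far as the next. Compared with the other wild-type hippocampi, 2976 of 20712 transcripts differed by more than 2-fold in it, against 1386 to 1894 in the other 4. As 1 sample, it allows no biological explanation to be tested.

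Transcripts at 0 in one genotype and at 5 or more counts in every rat of the other numbered 1 in the liver and 1 in the hippocampus. As many were found in 78 of 126 splits of the liver samples and in 83 of 126 splits of the hippocampus samples. As a limit of 5 counts is easily met, the lowest count in the group not at 0 was also compared. In the real splits the highest such count was 16 in the liver and 22 in the hippocampus, and a transcript with as high a lowest count was found in 28 of 126 splits of the liver samples and in 28 of 126 splits of the hippocampus samples, with up to 118 and 84 counts. ENSRNOT00000085581.1, the one in the hippocampus, may therefore owe its pattern to the choice of 1 transcript out of many, although DESeq2, limma and the Wald test placed it past the threshold.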
